# RNA-Seq Analysis Reveals Candidate Targets for Curcumin against* Tetranychus cinnabarinus*

**DOI:** 10.1155/2016/2796260

**Published:** 2016-09-08

**Authors:** Xuejiao Liu, Dousheng Wu, Yongqiang Zhang, Hong Zhou, Ting Lai, Wei Ding

## Abstract

*Tetranychus cinnabarinus* is an important agricultural pest with a broad host range. We previously identified curcumin as a promising acaricidal compound against* T. cinnabarinus*. However, the acaricidal mechanism of curcumin remains unknown. In this study, RNA-seq was employed to analyze the transcriptome changes in* T. cinnabarinus* treated with curcumin or the solvent. A total of 105,706,297 clean sequence reads were generated by sequencing, with more than 90% of the reads successfully mapped to the reference sequence. The RNA-seq identified 111 and 96 differentially expressed genes between curcumin- and solvent-treated mites at 24 and 48 h after treatment, respectively. GO enrichment analysis of differentially expressed genes showed that the cellular process was the dominant group at both time points. Finally, we screened 23 differentially expressed genes that were functionally identical or similar to the targets of common insecticide/acaricides or genes that were associated with mite detoxification and metabolism. Calmodulin, phospholipase A_2_, and phospholipase C were activated upon curcumin treatment suggesting that the calcium channel related genes might play important roles in mite's response to curcumin. Overall our results revealed the global transcriptional changes in* T. cinnabarinus* after curcumin treatment to enable further identification of the targets of curcumin in mites.

## 1. Introduction

The carmine spider mite,* Tetranychus cinnabarinus*, is a destructive agricultural and forest pest that belongs to class Arachnida, order Acariformes, family Tetranychidae [1]. This mite is widely distributed in warm regions of the world and has an unusually broad host range; the parasite can infect more than 100 plant species from 32 plant families, including beans, cotton, cucumber, tomato, melons, and other horticultural crops or ornamental plants [2–4]. As a phytophagous pest,* T. cinnabarinus* uses the stylet to suck out cell content, thereby causing mechanical damage of the parasitic site and the drying of leaves. Given its small size, short life cycle, high fecundity, and strong adaptability to high temperature,* T. cinnabarinus *is prone to outbreaks during the warm season, thereby causing severe yield and economic losses [5, 6].

The control of* T. cinnabarinus *largely relies on the use of insecticides/acaricides. Chemical insecticides/acaricides have long been the dominant intervention because of their quick and efficient acaricidal effect. However, the intensive and unreasonable use of chemical pesticides has recently led to the evolution of resistance in this mite. The short developmental duration and haplodiploid sex determination may accelerate the evolution of pesticide resistance. Studies have shown that the spider mite has a wide record of resistance against almost all acaricidal agents [6–9], which makes this pest the most resistant among arthropods. Consequently, the control of* T. cinnabarinus *by traditional chemical pesticides became exceedingly challenging. What is worse is that chemical pesticide residues seriously threaten human health and the environment. Therefore, safe and environment-friendly acaricides should urgently be developed. Botanical acaricides, which have low toxicity to mammals and can be easily degraded, are potential candidates for integrated mite management. Thus far, a few natural products or plant extracts, such as essential oils, terpenoids, alkaloids, and flavonoids, have very promising acaricidal activities against different agricultural mites [10, 11].

Our laboratory has focused on the study of botanical acaricides for more than ten years; several plant compounds were identified as promising acaricidal compounds [12–15]. As one of the acaricidal compounds we identified, curcumin showed very good repellent activity and oviposition inhibition, as well as high-level acaricidal activity against* T. cinnabarinus *[16]. Interestingly, pyrimidinone, isoxazole, and pyrazole derivatives of curcumin also showed promising acaricidal effects against this mite [17–19]. The underlying biochemical mechanism of curcumin derivatives against* T. cinnabarinus *was probably the inhibition of the nervous system-related enzyme activity [19]. The acaricidal activity of curcumin has been evaluated, and its possible biochemical mechanism has been investigated. However, the molecular mechanism or molecular targets of curcumin against* T. cinnabarinus* remain unknown.

Acaricides are transferred once they come into contact with mites; a portion is usually detoxified and excreted by mites, whereas the remaining amount will finally reach the target site to disrupt the normal physiological activities of mites. Based on the type of acaricide, the mechanism of acaricide action is divided into the following categories: interference of the neural signaling process, interference of the insect metabolism and growth processes, inhibition of the activity of certain key enzymes, and the activation or inhibition of some important proteins, including extracellular information-mediated regulation of serine and threonine [20, 21]. The main molecular targets of commonly used pesticides were the gamma-aminobutyric acid (GABA) receptor [22, 23], glutamate-gated chloride channels (GluCls) [5], acetylcholinesterase (AChE) [24], voltage-gated sodium channels [25], cytochrome b [7], and some detoxification enzymes.

RNA-Seq is a robust next generation high-throughput sequencing technology for the detection of gene expression of a species under specific conditions. This technology has recently been widely used for drug target screening and discovery because it provides comprehensive information of gene transcription and gene regulation. To reveal the molecular mechanism and search for candidate molecular targets of curcumin against* T. cinnabarinus*, we performed RNA-Seq on* T. cinnabarinus* treated with solvent or curcumin in this study. The obtained reads were mapped to the genome of* Tetranychus urticae *[26], a sister species of* T. cinnabarinus* [27]. The gene expression levels were calculated and compared to identify differentially expressed genes in solvent- or curcumin-treated* T. cinnabarinus*. The annotated functions of the differentially expressed genes were further analyzed. Finally, we confirmed our RNA-Seq data by quantitative real-time PCR.

## 2. Materials and Methods

### 2.1. Mite Rearing

A colony of* T. cinnabarinus* was originally collected from cowpea leaves growing in a field in Beibei, Chongqing, China; this colony had been maintained in the lab for at least 16 years without exposure to any pesticides [12].* T. cinnabarinus* was reared on cowpea seedlings (*Vigna unguiculata*) in an artificial climate chamber at 26 ± 1°C and 60%–80% relative humidity, with a 14 h light/10 h dark photoperiod. Prior to the experiment, a few 3–5-day-old female adults were transferred onto mite-free cowpea seedlings to spawn for 6 h before the female adults were removed. After incubation in the climate chamber for 7 days, new female adults were obtained from the inoculated seedlings and used for downstream acaricide treatment.

### 2.2. Curcumin Treatment

Curcumin was dissolved in sterile distilled water containing 0.25% Tween 80 and 3% acetone to a final concentration of 2.64 mg/mL, the median lethal concentration (LC_50_) of curcumin against* T. cinnabarinus*. For curcumin treatment, more than 300 female adults were transferred onto three fresh potted cowpea leaves which were placed in a small Petri dish containing some water. The leaves were sprayed with the curcumin solution with the abovementioned concentration. Sterile distilled water with 0.25% Tween 80 and 3% acetone was used as the solvent control. Three Petri dishes from one independent experiment comprised a replicate and two biological replicates were used for RNA purification and library preparation. All treated mites were maintained at 26 ± 1°C and 60%–80% relative humidity under a 14 h light/10 h dark cycle. At 24 h posttreatment and 48 h posttreatment, all the live mites from each treatment were collected, immediately frozen in liquid nitrogen, and stored in a −80°C freezer for RNA extraction.

### 2.3. RNA Extraction, Library Preparation, and Sequencing

Total RNA of each sample was extracted with the RNeasy® plus Micro Kit (Tiangen, Beijing, China) according to the manufacturer's instructions. RNase-free DNase I (Tiangen, Beijing, China) was used to remove any genomic DNA contamination. The quality of RNA was examined in terms of several aspects. First, 1% agarose gels were used to monitor RNA contamination and degradation. The RNA purity was checked by NanoDrop*™*. Finally, the RNA concentration, RIN, and 28S/18S were determined with the RNA Nano 6000 Assay Kit of the Agilent Bioanalyzer 2100 system (Agilent Technologies, CA, USA).

The polyA mRNA was enriched from the total RNA with the oligo(dT) magnetic beads (Dynabeads mRNA Purification Kit, Invitrogen) and digested into short fragments (~130 bp) with First-Strand Buffer (Invitrogen) under elevated temperature. The first-strand cDNA was synthesized with random hexamer primers, the First-Strand Master Mix, and Super Script II reverse transcriptase (Invitrogen). The second-strand cDNA was subsequently synthesized with the Second-Strand Master Mix. After adenylation of 3′ of ends of DNA fragments, the sequencing adaptors were ligated. The synthesized cDNA were purified with AMPure XP beads to select fragments with an average length of 130 bp; these cDNA were eluted in EB buffer, followed by PCR amplification. The quality of the library and the concentration of cDNA were checked with the Agilent 2100 Bioanalyzer. The prepared libraries were sequenced on the Ion Proton platform (BGI, Shenzhen, China) with the sequencing strategy of single-end 150 bp.

### 2.4. Processing and Mapping of RNA-Seq Data

Primary sequencing data was produced by Ion Proton and called raw reads. These data were first subjected to quality control. The raw reads were filtered by discarding low-quality sequences and removing adaptor sequences. The* Q*20,* Q*30, and GC content of the filtered reads were calculated and checked. All the obtained high-quality and clean reads were mapped against the reference genome of* T. urticae* with T-Map (Version 3.4.1, parameter mapall -a 2 -n 8 -v -Y -u -o 1 stage 1 map 4) (http://www.tamariskmap.org/cwis438/websites/t-map/home.php?WebSiteID=2). Mismatches of three or less than three bases per read (average length = 150 bp) were allowed in the mapping. Both unique and nonunique mapped reads were used for mapping percentage calculation. The read per kilobase per million mapped reads (RPKM) of each gene was calculated by the following formula: RPKM = total exon reads/mapped reads in million *X* exon lengths in kb. This value was used as expression level for differential expression analysis.

### 2.5. Differential Expression Analysis

To identify differentially expressed genes between different treatments, a rigorous algorithm was used as previously described [28]. The false discovery rate (FDR) was calculated to determine the threshold *p* value in multiple tests. In the present study, the threshold was FDR ≤ 0.001, with an absolute value of log_2_ ratio ≥ 1, to determine the significance of differences in gene expression [29]. For in-depth analysis of differentially expressed genes, we first performed cluster analysis with Cluster software and Java TreeView software. Finally, we mapped all the differentially expressed genes to terms in the KEGG and GO databases for gene annotation.

### 2.6. Quantitative Real-Time PCR Analysis

The differential expression of some genes generated by the abovementioned parameters was validated by quantitative real-time PCR (qRT-PCR). Fifteen genes were randomly chosen from significantly differentially expressed genes and used for qRT-PCR confirmation. All the primers used in this study were designed by Primer 3.0 (http://frodo.wi.mit.edu/) and are listed in Table S1 in Supplementary Material available online at http://dx.doi.org/10.1155/2016/2796260. RPS18 was used as the reference gene for gene expression correction [30]. qRT-PCR analyses were performed on the CFX96 Manager (Bio-Rad) in a 20 *μ*L reaction, which included 10 *μ*L of Sso Fast TM EvaGreen® Supermix (Bio-Rad), 0.2 mM of each of the forward and reverse primers, 1 *μ*L of 1 to 10 diluted cDNA, and 7 *μ*L of MilliQ H_2_O. The PCR amplification profile was as follows: 95°C for 5 min, followed by 40 cycles of 95°C for 10 s and 60°C for 20 s. Melting curves from 60°C to 95°C were run to determine the consistency and specificity of the products. The quantification of expression levels was analyzed by the ΔΔCq method [31].

## 3. Results

### 3.1. RNA-Seq Data Analysis

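RNA-Seq was run on live female adults collected 24 h or 48 h after spraying with solvent or with curcumin at 2.64 mg/mL, with 2 biological replicates per group and 8 libraries in all. For each library the authors deposited the estimated number of reads on each gene model of T. urticae and the RPKM, and only genes with a value above 0 are listed. The tool that estimated the reads per gene is not given in the sources used here. The reads estimated on genes came to 8496172 and 8452421 in the solvent libraries at 24 h, and 8033325 and 8038419 in the solvent libraries at 48 h. They came to 8524057 and 8329108 in the curcumin libraries at 24 h, and 8269830 and 8617973 in the curcumin libraries at 48 h. The RPKM values are the estimated reads divided by the length of the gene model less 17 bp and by a number of reads per library, as worked back from the values. For the tests, the estimated reads were rounded to whole reads and scaled by the TMM method of edgeR. Of 15764 genes listed in at least 1 library, 12227 passed edgeR's filter on low counts. All 8 libraries were fitted together with the 4 groups as the design, which leaves 4 residual degrees of freedom, and the common biological coefficient of variation was 0.142. Replicates of a group had Pearson's r between 0.977 and 0.983 across genes on the log2 RPKM scale, and libraries of different groups had r between 0.965 and 0.984, where genes are not independent replicates. In simulated data with 200 of 12227 genes changed at 24 h, the same test recovered 149 of them at an FDR of 0.05 and 121 at the thresholds of the paper, an FDR of 0.001 and an absolute log2 fold change of 1. Genes are named by the identifiers of the files, with the names of the paper's tables, and positions on the genome are not used here. A group with 0 reads in both libraries was set to 3 reads over the group, so that a fold against it is a lower bound that covers counting error only.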

To investigate the transcriptional changes in* T. cinnabarinus* after curcumin treatment, the purified mRNA from curcumin- or solvent-treated mites were sequenced on the Proton platform. After removal of duplicate sequences, adaptor sequences, and low-quality reads, a total of 53,419,438 clean sequence reads were generated from curcumin-treated mites and 52,286,859 clean sequence reads were generated from solvent-treated mites (Table 1). These clean reads were used for further mapping and processing. All the sequencing data have been submitted to the GEO web site (http://www.ncbi.nlm.nih.gov/geo/) with the accession number GSE80001. Given that the whole genome sequence of* T. cinnabarinus* is still unavailable, the genome information of* T. urticae *was used as the reference genome for mapping reads. More than 90% of these clean reads could be successfully mapped to the reference genome, thereby suggesting the close genetic relationship between* T. cinnabarinus* and* T. urticae*, as well as the overall good quality of RNA-Seq. 

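The reads estimated on gene models made up between 65.3% and 67.4% of the mapped reads of Table 1 for the same library, with a median of 66.2% over the 8 libraries.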

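For each library the number of genes that would keep at least 1 read at 5000000 clean reads was calculated from the estimated reads per gene. The expected number came to between 94.3% and 94.8% of the genes with at least 1 read after rounding at the full depth. In the first solvent library at 24 h, for example, 13740 of 14518 genes would remain at this depth.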

Sequencing saturation analysis showed that the number of identified genes almost reached saturation when the total read numbers approached 5 million per sample (Figure S1). Each of our libraries generated more than 10 million reads, thereby indicating that the sequencing depth is sufficient to cover most of the transcripts in this organism.

### 3.2. Differential Gene Expression between Curcumin- and Solvent-Treated Mites

There are a total of 18,414 protein-coding gene models in the* T. urticae *genome database [26]. 

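The genes with an RPKM above 0 numbered 14613 and 14777 in the solvent libraries at 24 h and 14296 and 14559 in the solvent libraries at 48 h. In the curcumin libraries there were 14510 and 14512 genes at 24 h and 14326 and 14586 genes at 48 h. With an RPKM of at least 1 as the limit, the number was between 11301 and 11663 per library.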

By mapping all the clean reads to the reference genome, we found that more than 14,000 genes were detected for expression in each sample (Table S2). Gene expression level was calculated based on the RPKM value, which integrates the effect of gene length on read number and sequencing depth. 

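At an FDR of 0.001 and an absolute log2 fold change of 1, edgeR's quasi-likelihood test called 0 genes at 24 h and 0 genes at 48 h, while 903 and 959 genes had an unadjusted p under 0.05. At an FDR of 0.05 without a limit on the fold change, the same test called 0 genes at 24 h and 22 genes at 48 h. With 1 library left out, the count at 24 h was 1 without the second solvent library and 3 without the first curcumin library at 24 h. The count at 48 h was 5 without the second solvent library, 6 without the first and 8 without the second curcumin library at 48 h, and 14 without either curcumin library at 24 h. At this FDR edgeR called 8 genes at 24 h and 18 at 48 h with only the 4 libraries of the time point, and 0 and 10 without the filter on low counts. Counting genes with equal values once, a setting chosen after the data were seen, gave 14 genes at 48 h. DESeq2 on the same reads called 9 genes at 24 h and 20 at 48 h at the thresholds of the paper. At an FDR of 0.05 DESeq2 called 39 and 89 genes, the latter including 17 of the 22 called by edgeR. The test by limma on log2(RPKM + 1) called 0 and 17 genes at the thresholds of the paper and 0 and 32 at an FDR of 0.05. The setting that moved the counts most was an exact test on the summed reads of both replicates, which leaves out the spread between replicates and at the thresholds of the paper called 228 genes at 24 h and 262 at 48 h. Of the 111 genes of Table S3, 100 passed the filter on low counts, and all 100 changed in the direction listed by the paper. Of these, 69 had an unadjusted p under 0.05, and 0 were past an FDR of 0.05 by edgeR, against 11 by DESeq2. Of the 96 genes of Table S4, 83 passed the filter, and all 83 changed in the listed direction. Of these, 71 had an unadjusted p under 0.05, and 19 were past an FDR of 0.05 by edgeR, against 31 by DESeq2, 17 of which were not among the 19. Gene models of 145 bp or shorter made up 9 of the 19 and 7 of the 31. With gene models over 145 bp only, a setting chosen after the data were seen, the 19 became 4. This 19 fell to 5, 6 and 8 without the second solvent and the first and second curcumin library at 48 h. For Table S3 the 0 became 1 without the second solvent or the first curcumin library at 24 h. The curcumin and solvent libraries did not overlap in RPKM for 96 genes of Table S3 and 85 genes of Table S4, where chance gives 33.3% of genes with 2 libraries against 2. Of the 96 and 85 genes, 6 and 30 were gene models of 145 bp or shorter. Most of the 30 were shorter than any gene model listed in the solvent libraries. Since the study chose the genes of both lists on the same libraries, these counts are not independent evidence.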

With a cutoff of FDR ≤ 0.001 and fold change ≥ 2, 111 and 96 genes were identified as significantly differentially expressed genes between curcumin- and solvent-treated mites at 24 h and 48 h posttreatment, respectively (Tables S3 and S4). We compared the differentially expressed genes at two time points and found that most genes were time point-specific, except for 17 genes that were shared by two time points (Figure 1(a) and Table S5). 

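All 17 genes of Table S5 passed the filter on low counts, and 9 of them changed in opposite directions at 24 h and 48 h in the fit by edgeR. The number past an FDR of 0.05 by edgeR was 0 at 24 h and 6 at 48 h. At 48 h it was 0 without the first and 1 without the second curcumin library at 48 h, 3 without the first solvent library at 24 h and 3 without the second solvent library at 48 h. With every gene tested, edgeR found 0 genes past the thresholds of the paper at both time points, DESeq2 found 5 and the exact test on summed reads found 36.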

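Of the 22 genes that edgeR called at 48 h at an FDR of 0.05, 12 were higher and 10 were lower after curcumin treatment. Without the second solvent library at 48 h these were 2 and 3. Without the first curcumin library at 48 h they were 5 and 1, without the second 6 and 2, and without either curcumin library at 24 h 9 and 5. Without the first solvent library at 24 h they were 9 and 6. Of the 12 higher genes, 9 were gene models of 145 bp or shorter, a length under which the listing of a gene differed from library to library. Among the genes longer than 145 bp in the paper's lists, 37 were listed as higher and 64 as lower at 24 h, and 31 as higher and 32 as lower at 48 h.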

Among the differentially expressed genes, 37 genes were upregulated and 74 genes were downregulated by curcumin at 24 h posttreatment, whereas 63 genes were upregulated and 33 genes were downregulated by curcumin at 48 h posttreatment (Figure 1(b)). 

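The log2 ratio of the mean RPKM, with 0 set to 0.01 in each library before the mean is taken, ran from -12.37 to 15.51 over the genes of Tables S3 and S4. The lowest ratio belonged to tetur18g00810, a gene model of 140 bp with 166.6 estimated reads in the first solvent library at 24 h and 0 listed in the other 3 libraries of this time point. The highest ratio was shared by tetur03g08450, tetur03g08460 and tetur03g08470, gene models of 132 bp with equal values, at 410.0 and 960.9 estimated reads in the curcumin libraries at 48 h and listed at 0 in the solvent libraries. In each library, 0 gene models shorter than the whole bp of the mean read length were listed. The mean read length, from the bases and reads of Table 1, was 140.5 and 141.0 bp in the solvent libraries at 24 h, and 142.0 and 140.8 bp in the solvent libraries at 48 h. It was 141.8 and 145.7 bp in the curcumin libraries at 24 h, and 132.2 and 130.2 bp in the curcumin libraries at 48 h. All 56 gene models listed under 140 bp were listed in the curcumin libraries at 48 h only, and 31 of the 63 genes listed by the paper as upregulated at 48 h are among them. Apart from the ratios at the 2 ends of this range, no fold is given here for gene models of 145 bp or less. Over the listed genes longer than 145 bp, the ratio ran from -11.31 to 10.42, and both ends of this range are genes with a group at 0.

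**Figure D1:**
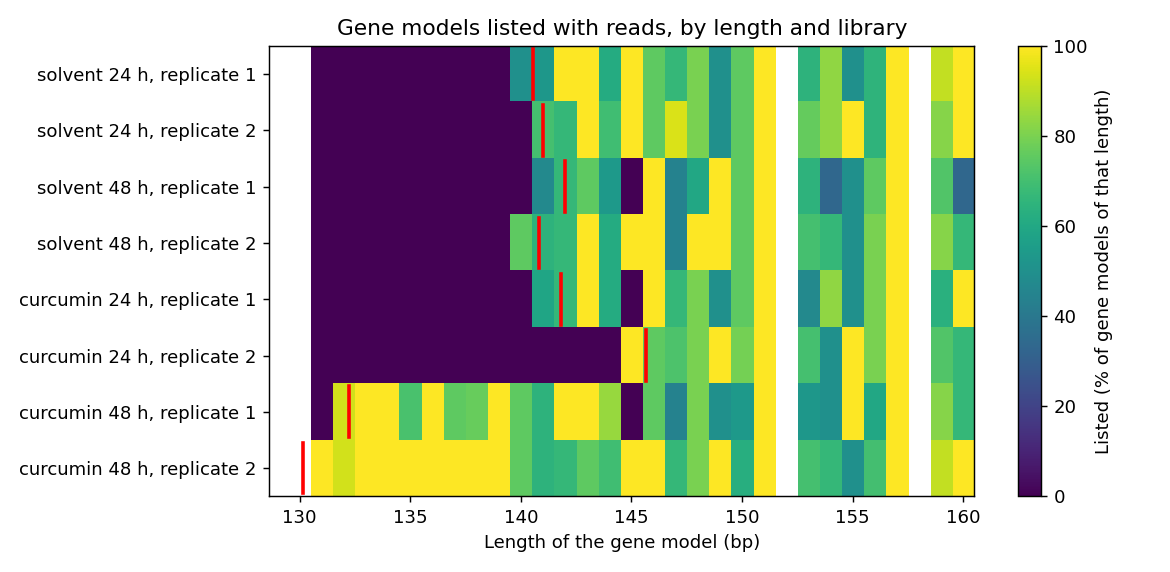
Share of the gene models of each length (x axis, in bp) that are listed with reads in each of the 8 libraries (y axis), in percent by color, with white for lengths without a listed gene model. Red lines mark the mean read length of each library, and gene models under 140 bp appear only in the curcumin libraries at 48 h.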

The log_2_ fold change was from −12.4 to 15.5. At 24 h posttreatment, the number of downregulated genes was twice the number of upregulated genes. At 48 h posttreatment, more genes were upregulated by curcumin. This difference suggests that the overall transcriptional level in mites changed with the increase of curcumin treatment time.

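The difference between the changes at 48 h and 24 h was tested directly as an interaction. The quasi-likelihood test of edgeR called 0 genes at an FDR of 0.05 and gave 991 genes an unadjusted p under 0.05, while DESeq2 called 55 genes. With 1 library left out, edgeR called 3 genes without the first curcumin library at 24 h, 2 without the second solvent library at 48 h and 1 without the first curcumin library at 48 h. The test by limma on log2(RPKM + 1) called 23 genes, of which 22 were gene models of 145 bp or shorter. The genes that edgeR called without the first curcumin library at 24 h were also all gene models of this length. For the 17 genes of Table S5, 6 had unequal changes by edgeR at an FDR of 0.05 when adjusted over the list alone and 0 when adjusted over all genes tested, against 4 over all genes by DESeq2. Since the study chose this list on the same libraries, the first count is not independent evidence. From the number of upregulated and downregulated genes at each time point, the paper proposes that the overall transcriptional level changed as the treatment went on.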

### 3.3. GO Enrichment and KEGG Pathway Analysis of Differentially Expressed Genes

GO database is a widely used database for annotating sequences, genes, and gene products. To better understand the molecular function of genes involved in the response of* T. cinnabarinus* to curcumin treatment, all the differentially expressed genes were mapped to terms in GO database and compared with the whole reference genome background (Tables S6 and S7). The mapping results showed that differentially expressed genes from 24 h posttreatment were categorized into 35 GO subgroups (Figure 2(a)) and differentially expressed genes from 48 h posttreatment were categorized into 25 GO subgroups (Figure 2(b)). For both time points, more genes were categorized into biological process as compared with the number of genes that were assigned to molecular function and cellular component. 

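Table S6 lists 16 differentially expressed genes under cellular process at 24 h, of which 8 were higher and 8 lower after curcumin treatment in the fit by edgeR. Of these, 12 had an unadjusted p under 0.05 and 0 were past an FDR of 0.05 by edgeR. Table S7 lists 5 genes under the same term at 48 h, all 5 of them lower, and 1 was past an FDR of 0.05. With each library left out in turn, this 1 gene was called only in the fit without the first solvent library at 48 h.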

The distribution of the GO subgroup indicated that cellular process (80.77%) under the biological process category was the most represented subgroup throughout the GO classification. The single-organism (65.38%) and metabolic process (50%) subgroups were also highly enriched in the biological process at both time points. At 24 h posttreatment, one enriched term (DNA topoisomerase activity) had a proportion of 12.5%. 

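The genes behind this term, tetur10g02970 and tetur10g05814, have the same length of 330 bp and equal estimated reads in every library, so they give 1 measurement. The RPKM was 15.9 ± 7.51 (SD, n = 2) in solvent-treated mites and 5.20 ± 4.48 (SD, n = 2) in curcumin-treated mites at 24 h. The log2 fold change was -1.58 with a standard error of 0.52 and an adjusted p of 0.589 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With each library left out in turn, it ran from -2.91, without the first curcumin library at 24 h, to -0.90, without the second.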

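The same pair of genes, tetur02g00040 and the calmodulin gene tetur04g01900, stands behind all of these terms at 48 h. tetur02g00040 had 30.7 and 22.3 estimated reads in the solvent libraries at 48 h and 0 in both curcumin libraries, which makes it at least 18.6-fold lower after curcumin treatment (adjusted p = 0.0549 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 24 h it had 14.0 and 11.8 estimated reads in the solvent libraries and 0 in both curcumin libraries, at least 8.22-fold lower with an adjusted p of 0.373 from the same test of edgeR. By DESeq2 the adjusted p at 48 h was 0.0056, and over the alternatives other than the test on summed reads it was between 0.000493, by limma on log2(RPKM + 1), and 0.262 at 48 h. At 24 h it was between 0.0142, by limma on log2(RPKM + 0.1), and 1.0 over the same alternatives. The bound at 48 h became at least 9.67-fold without the first and 8.95-fold without the second curcumin library at 48 h. The bound at 24 h became at least 4.08-fold without the first and 4.15-fold without the second curcumin library at 24 h.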

At 48 h posttreatment, three enriched terms were calcium channel complex (33.3%), regulation of ion transmembrane transport (25%), and regulation of transmembrane transport (25%). In the cellular component category, the subgroups of cell (83.3%) and cell part (83.3%) were dominant. A larger proportion of genes that were identified in the category of molecular function were involved in catalytic activity, binding, and transporter activity. Interestingly, the most categorized subgroups were relatively similar for 24 and 48 h posttreatment, thereby indicating a similar response pattern of mites towards curcumin treatment at different time points.

For further characterization of the differentially expressed genes, we performed pathway enrichment analysis with KEGG, a major pathway-related database (Tables S8 and S9). This analysis identified the top 20 enriched pathways for both time points (Figure 3). 

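Tables S8 and S9 list 7 different genes for this pathway at either time point. At 48 h, 5 of them were past an FDR of 0.05 in the quasi-likelihood test of edgeR, and all 5 were lower after curcumin treatment. tetur32g02000 had an RPKM of 106.5 ± 6.05 (SD, n = 2) in solvent-treated mites and 27.4 ± 1.72 (SD, n = 2) in curcumin-treated mites at 48 h, a log2 fold change of -1.95 (standard error 0.19, adjusted p = 0.00849 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change at 48 h was -2.08 for tetur03g00110, -1.51 for tetur03g00120, -2.02 for tetur03g00210 and -2.24 for tetur08g07940, with adjusted p of 0.00849, 0.00872, 0.0313 and 0.029 from the same test of edgeR. At 24 h the log2 fold change was -1.35 for tetur32g02000, -1.15 for tetur03g00110, -1.22 for tetur03g00120, -1.74 for tetur03g00210 and -2.07 for tetur08g07940. The adjusted p of these 5 genes at 24 h was between 0.142 and 0.24 by edgeR, so that 0 were past an FDR of 0.05, while all 5 had a DESeq2 adjusted p of 0.000409 or less and the adjusted p over the alternatives other than the test on summed reads reached 0.999. For the average of both time points, with 4 curcumin and 4 solvent libraries, the adjusted p of the 5 genes by edgeR was between 0.00223 and 0.00769. Without the first curcumin library at 48 h, 0 of the 7 genes were past an FDR of 0.05 at 48 h by edgeR, and without the second 1 was. Without the second solvent library at 48 h 2 were, and without the first solvent library at 24 h 3 were. At 24 h 1 gene was past it without the second solvent library at 24 h. tetur03g00200, listed at 24 h, had a log2 fold change of -1.77 at 24 h and -2.13 at 48 h, with adjusted p of 0.519 and 0.254 from the same test of edgeR. At 48 h its log2 fold change was -1.48 without the first and -3.41 without the second curcumin library at 48 h. Its adjusted p at 48 h was 0.0182 by DESeq2, the lowest over the alternatives other than the test on summed reads, and reached 0.638.

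**Figure D2:**
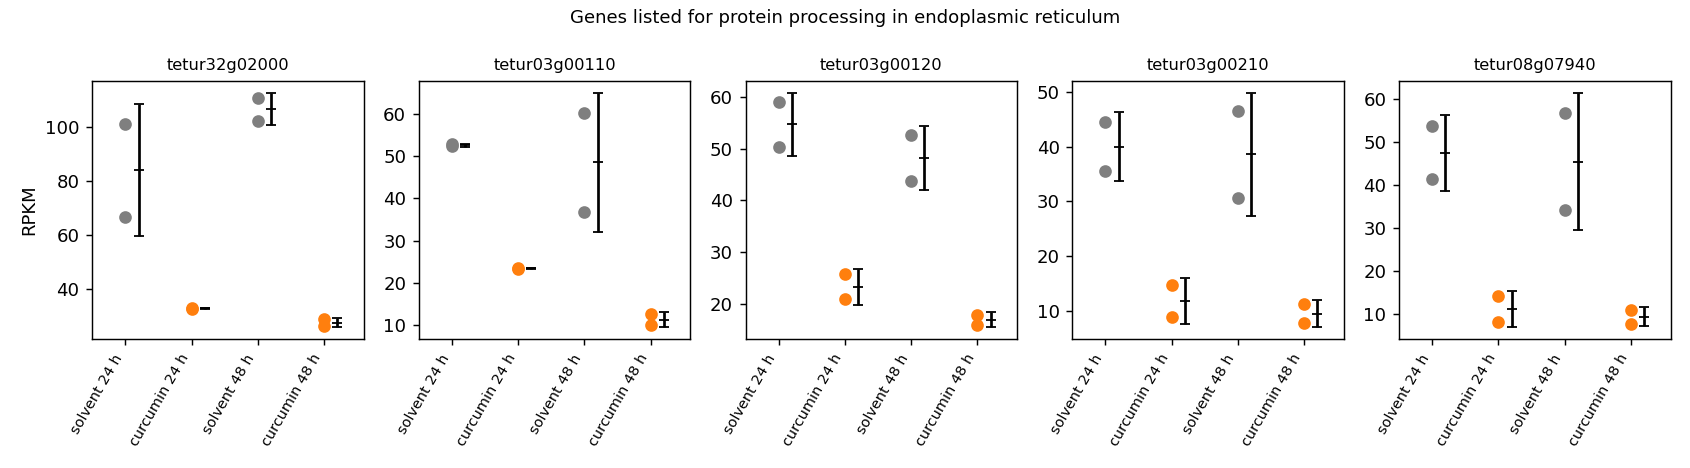
RPKM (y axis) of 5 genes listed for protein processing in endoplasmic reticulum in the solvent (gray) and curcumin (orange) libraries at 24 h and 48 h, with 1 point per library and the mean and SD of 2 replicates beside them. At both time points the curcumin libraries lie below the solvent libraries for each of these genes.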

Protein processing in endoplasmic reticulum was the most represented biochemical pathway among the top 20 pathways at 24 and 48 h posttreatment. Pathways like MAPK signaling pathway, Huntington's disease, and focal adhesion were also significantly enriched at 24 h posttreatment (Figure 3(a)), whereas phosphatidylinositol signaling system, salivary secretion, and calcium signaling pathway were well represented at 48 h posttreatment (Figure 3(b)).

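Each of the other pathways named here holds 2 genes of the paper's lists, and 0 of these genes were past an FDR of 0.05 in the quasi-likelihood test of edgeR at the time point of the pathway. At 48 h the phospholipase C family member tetur05g03410, listed for phosphatidylinositol signaling and calcium signaling, had an RPKM of 6.62 ± 2.30 (SD, n = 2) in solvent-treated mites and 18.4 ± 5.40 (SD, n = 2) in curcumin-treated mites. Its log2 fold change was 1.51 (standard error 0.33, adjusted p = 0.207 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The cystatin gene tetur09g03650, listed for salivary secretion, had a log2 fold change of 1.81 at 48 h (standard error 0.36, adjusted p = 0.131 by edgeR), and over the alternatives other than the test on summed reads its adjusted p was between 0.0426, by DESeq2, and 0.469. Without the second curcumin library at 48 h this log2 fold change was 1.18.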

### 3.4. Identification of Candidate Genes Involved in Mite Detoxification and Insecticide Metabolism

Based on our previous analysis on differentially expressed genes, the candidate genes that associated with mite detoxification and insecticide metabolism (e.g., cell proliferation, cell apoptosis, substance transportation, metabolism, and detoxification) were manually selected (Tables 2 and 3). 

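Of the 13 genes of Table 2, 12 passed the filter on low counts, 11 had an unadjusted p under 0.05 and 0 were past an FDR of 0.05 at 24 h by edgeR. DESeq2 also called 0 of them, but it gave an adjusted p for cystatin only (0.195), so it did not test the others. Of the 13 genes of Table 3, 11 had an unadjusted p under 0.05 and 4 were past an FDR of 0.05 at 48 h by edgeR, against 5 by DESeq2. The 4 genes by edgeR were guanylate kinase, vitellogenin 1, exostosin-1 and α-d-phosphohexomutase, of which DESeq2 called vitellogenin 1 and exostosin-1. With gene models over 145 bp only, a setting chosen after the data were seen, edgeR called no gene of Table 3. The 3 lower genes called in that setting were genes listed for protein processing in endoplasmic reticulum. By DESeq2 the adjusted p was 0.0811 for guanylate kinase and 0.845 for α-d-phosphohexomutase. Over the alternatives other than the test on summed reads it was between 0.00564 and 0.559 and between 0.000128 and 0.845 for these. With 1 library left out, the count of 4 was 1 without the second solvent or the first curcumin library at 48 h, and 2 without the first solvent or the second curcumin library at 48 h. It was 2 without either curcumin library at 24 h, and 3 otherwise. The exostosin-1 gene tetur01g05810 (138 bp) and the α-d-phosphohexomutase gene tetur04g07080 (135 bp) are shorter than the mean read of the solvent libraries, in which they are listed at 0, so no fold is given. They had an RPKM of 39.4 ± 0.599 and 141.5 ± 55.4 (SD, n = 2) in curcumin-treated mites at 48 h. The curcumin and solvent libraries did not overlap for all 13 genes of Table 2 and for 11 of the 13 genes of Table 3. Chance gives 33.3% for genes not chosen on these libraries, as these were. The glycerol-3-phosphate dehydrogenase gene tetur23g01300 had the largest log2 fold change of Table 2 among the genes with reads in each library, 2.23 at 24 h (standard error 0.69, adjusted p = 0.578 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the alternatives other than the test on summed reads its adjusted p was between 0.0353, with only the 4 libraries at 24 h, and 1.0.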

The gene products of these candidates could be classified into several categories, such as signal transduction protein, apoptosis protein, detoxified protein, and channel protein, according to their biological functions. Genes involved in signal transduction were Ser/Thr protein kinase, gamma-aminobutyric acid, neuromedin-K receptor, neuropeptide precursor, a phospholipase C family member, and calmodulin. 

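Calmodulin (tetur04g01900) had 0.51 and 0 estimated reads in the solvent libraries at 48 h and 54.1 and 13.6 in the curcumin libraries. With 0 kept as 0, the RPKM was 0.0721 ± 0.102 (SD, n = 2) in solvent-treated mites and 9.01 ± 7.72 (SD, n = 2) in curcumin-treated mites, and the adjusted p was 0.596 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At 24 h the same gene had 46.0 and 12.7 estimated reads in the solvent libraries and 0 and 77.9 in the curcumin libraries, a spread between replicates larger than the difference between treatments.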

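Calnexin (tetur611g00020) had 146.7 and 0 estimated reads in the solvent libraries at 48 h and 249.8 and 112.4 in the curcumin libraries, so that the libraries of the treatments overlapped. The adjusted p was 0.936 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the log2 fold change of 1.19 became 0.17 without the second solvent library and 0.42 without the first curcumin library at 48 h, while without the first solvent library the solvent group was at 0. RabGAP/TBC (tetur04g07610) had an RPKM of 15.3 ± 5.65 (SD, n = 2) in solvent-treated mites and 6.83 ± 3.61 (SD, n = 2) in curcumin-treated mites at 24 h, a log2 fold change of -1.15 (standard error 0.42, adjusted p = 0.602 by edgeR). This change was -0.69 without the first and -1.81 without the second curcumin library at 24 h, and -0.71 without the second solvent library at 24 h.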

We also identified topoisomerase, calnexin, RabGAP/TBC, and Ras GTPase as cell apoptosis-related products. In addition, a detoxification-related ABC transporter protein was detected. Among these selected candidate genes, signal transduction-associated genes were dominant. 

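The ABC transporter gene tetur19g01690 had an RPKM of 11.2 ± 1.32 (SD, n = 2) in solvent-treated mites and 2.51 ± 1.07 (SD, n = 2) in curcumin-treated mites at 24 h. The log2 fold change was -2.10 (standard error 0.45, adjusted p = 0.464 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with each library left out in turn it stayed between -2.58 and -1.72. Among the alternatives other than the test on summed reads the adjusted p was between 0.0949 and 1.0.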

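Ras GTPase (tetur08g03710) rested on few reads, with 3.81 and 0 estimated reads in the solvent libraries and 19.1 and 5.39 in the curcumin libraries at 24 h. At 48 h it had 19.0 and 3.19 estimated reads in the solvent libraries and 0 in both curcumin libraries, at least 7.73-fold lower after curcumin treatment. This bound became at least 2.01-fold without the first and 14.1-fold without the second solvent library at 48 h. It became at least 4.01-fold without the first and 3.72-fold without the second curcumin library at 48 h. Its adjusted p was 0.708 at 24 h and 0.519 at 48 h from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The gene listed as similar to gamma-aminobutyric acid (tetur05g08080) had a log2 fold change of 1.36 at 24 h (standard error 0.46, adjusted p = 0.593) and -2.10 at 48 h (standard error 0.54, adjusted p = 0.297) by edgeR. At 24 h it was 1.81 without the first and 0.71 without the second curcumin library at 24 h, and at 48 h it was -1.38 without the second solvent and -2.67 without the second curcumin library at 48 h. The adjusted p of tetur05g08080 at 48 h was 0.0342 by DESeq2, the lowest over the alternatives other than the test on summed reads, and reached 0.754. The neuropeptide precursor gene tetur22g02010 is in the paper's list of changed genes at 48 h only. Its log2 fold change was 0.91 at 24 h (standard error 0.84, adjusted p = 0.836) and -2.58 at 48 h (standard error 0.87, adjusted p = 0.506) by edgeR. The former was 0.47 without the first and 1.55 without the second solvent library at 24 h. Without the first curcumin library at 48 h the latter was -1.63, and without the second, which leaves 0.24 estimated reads, it was -8.05. The direction of these fitted changes held with each library left out in turn and under DESeq2, library size scaling and limma on log2(RPKM + 1).

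**Figure D3:**
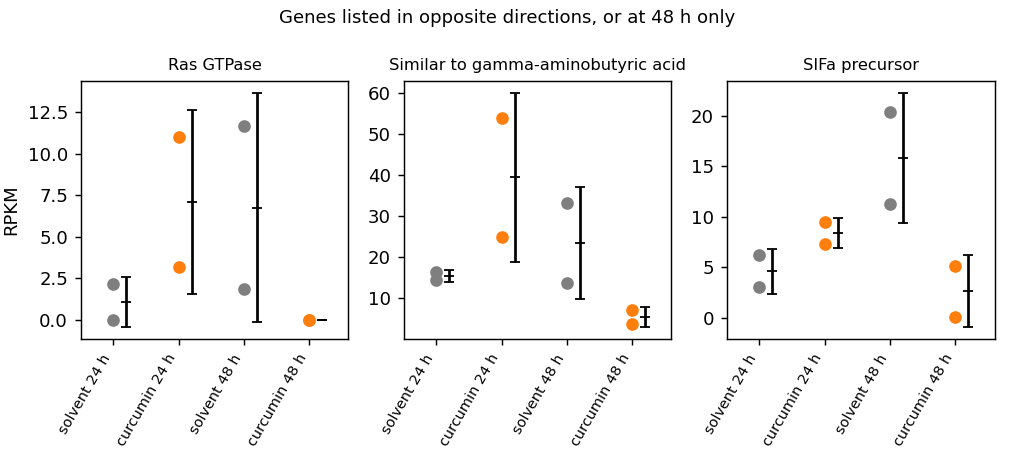
RPKM (y axis) of Ras GTPase, of the gene listed as similar to gamma-aminobutyric acid and of the neuropeptide precursor in the solvent (gray) and curcumin (orange) libraries at 24 h and 48 h, with 1 point per library and the mean and SD of 2 replicates beside them. For each gene the curcumin libraries lie above the solvent libraries at 24 h and below them at 48 h. The neuropeptide precursor is in the paper's list of changed genes at 48 h only.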

Interestingly, some candidates, such as Ras GTPase, neuropeptide precursor, and gamma-aminobutyric acid, were upregulated at 24 h posttreatment but downregulated at 48 h posttreatment.

Some insecticide targets that have been described for commonly used insecticides were identified in our curcumin-treated* T. cinnabarinus* transcriptome profile (Tables 2 and 3). These genes included the ABC transporter and gamma-aminobutyric acid. However, except for its acaricidal activity, curcumin is a widely used medicine for human beings. Surprisingly, genes that have similar functional annotations to the targets of curcumin were also found in our study. For example, guanylate kinase, Ras GTPase, and Ser/Thr protein kinase were differentially expressed in mites treated with curcumin.

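Guanylate kinase (tetur07g05920) had 295.0 and 248.7 estimated reads in the solvent libraries and 20.4 and 0 in the curcumin libraries at 48 h. The log2 fold change was -4.82 (standard error 0.63, adjusted p = 0.0253 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without the second curcumin library at 48 h it was -3.79, and without the first the curcumin group was at 0. This gene was not called at an FDR of 0.05 by edgeR with gene models over 145 bp only. The adjusted p by edgeR was 0.0797 without the first and 0.0529 without the second solvent library at 48 h, and 0.0638 and 0.0686 without the first and the second curcumin library at 24 h. The adjusted p of this gene was 0.0811 by DESeq2, and between 0.00564 and 0.559 over the alternatives other than the test on summed reads. Ser/Thr protein kinase (tetur10g04980) had an RPKM of 62.1 ± 14.5 (SD, n = 2) in solvent-treated mites and 27.8 ± 0.0982 (SD, n = 2) in curcumin-treated mites at 24 h, a log2 fold change of -1.15 (standard error 0.24, adjusted p = 0.383 by edgeR).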

### 3.5. Validation of RNA-Seq Data by qRT-PCR

To confirm the RNA-Seq results, ten downregulated genes and five upregulated genes were selected from the differentially expressed genes for qRT-PCR analysis. Seven of those selected genes are involved in mite detoxification and insecticide metabolism either at 24 h or at 48 h posttreatment. 

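In the RNA-Seq data, 10 of the 15 genes with qRT-PCR primers were lower and 5 were higher after curcumin treatment at the time point tested. The libraries of the treatments did not overlap for 14 of the 15 genes, where chance gives 33.3% for genes not chosen on these libraries, as these were, and 4 were past an FDR of 0.05 in the quasi-likelihood test of edgeR. This count of 4 was 0 without the second and 2 without the first solvent library at 48 h and 2 without the second curcumin library at 48 h. The gene whose libraries did overlap was tetur16g02830, with 30.5 and 0 estimated reads in the solvent libraries at 24 h and 0 in both curcumin libraries. A further 4 genes longer than 145 bp had 0 reads in both libraries of a group, and 2 of the 15 genes were gene models of 145 bp or shorter that are listed at 0 in the solvent libraries at 48 h. tetur68g00050 had 10.6 and 5.29 estimated reads in the solvent libraries and 27.1 and 156.2 in the curcumin libraries at 48 h, a log2 fold change of 3.38 (standard error 0.76, adjusted p = 0.226 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn it ran from 1.70, without the second curcumin library at 48 h, to 4.13, without the first solvent or the first curcumin library at 48 h. Its adjusted p was 0.00246 by DESeq2, the lowest over the alternatives other than the test on summed reads, and reached 0.498. tetur12g01560 had the most reads of these genes, with an RPKM of 2399 ± 1015 (SD, n = 2) in solvent-treated mites and 737.7 ± 311.9 (SD, n = 2) in curcumin-treated mites at 24 h.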

The qRT-PCR experiment showed that all the tested genes had a similar differential expression trend as compared with the RNA-Seq data (Figure 4). For example, the phospholipase A_2_ gene tetur05g07400 and the neuromedin-K receptor tetur453g00010 were upregulated by a 4.2 and 8.9 log_2_ fold change, respectively, in the RNA-Seq; they were upregulated by a 2.6 and 2.1 log_2_ fold change, respectively, in qRT-PCR. 

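Phospholipase A2 (tetur05g07400) had 0 and 1.46 estimated reads in the solvent libraries and 5.79 and 19.3 in the curcumin libraries at 24 h, too few to pass the filter on low counts in the fit of all 8 libraries by edgeR. Among the alternatives other than the test on summed reads its adjusted p was between 0.405, by edgeR without the second solvent library at 48 h, and 1.0. The neuromedin-K receptor gene tetur453g00010 had 0 estimated reads in both solvent libraries and 14.4 and 12.3 in the curcumin libraries at 24 h, at least 9.13-fold higher after curcumin treatment (adjusted p = 0.474 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The bound became at least 4.60-fold without the first and 4.53-fold without the second solvent library at 24 h.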

The log_2_ fold change of some differentially expressed genes in the qRT-PCR did not perfectly match that in the RNA-Seq, which was probably attributed to the calculation and sequencing biases. Overall, the qRT-PCR results almost validated the direction of upregulation and downregulation obtained from the RNA-Seq results.

## 4. Discussion

As a botanical compound extracted from* Curcuma longa*, curcumin has various pharmacological activities, especially strong anticancer activity. Curcumin can affect and disrupt the proliferation, growth, and metabolism of tumor cells, as well as promote apoptosis [32, 33]. The inhibition of ornithine decarboxylase, c-*myc*, Akt, and protein kinase C is considered the major molecular mechanism of curcumin as a pharmaceutical [34–38]. However, the potential mechanism of curcumin as a plant-derived acaricide against* T. cinnabarinus* is still unclear. In the present study, we applied transcriptomics on* T. cinnabarinus* treated with curcumin or the solvent. Interestingly, we found some differentially expressed genes (e.g., gamma-aminobutyric acid, calmodulin, phospholipase family members, and neuropeptides) that are functionally identical or similar to the targets of common acaricides or that are involved in mite detoxification and metabolism. In addition, we also found some differentially expressed genes that are associated with signal transduction (e.g., guanylate kinase and Ser/Thr protein kinase) and cell apoptosis (e.g., Ras GTPase) which are related to the targets of curcumin as a drug.

A total of 53,198,069 and 52,508,228 reads were obtained from* T. cinnabarinus* treated with curcumin or solvent at 24 and 48 h posttreatment, respectively (Table 1). Given that* T. cinnabarinus *and* T. urticae *Koch are sister species, the genome sequence of* T. urticae *Koch was used as reference for mapping. More than 90% of the reads were successfully mapped to the reference genome, thereby providing good mapping results for downstream analysis. We identified 111 and 96 differentially expressed genes upon curcumin treatment at 24 and 48 h posttreatment, respectively. The number of downregulated genes was much higher than that of upregulated genes at 24 h posttreatment (Figure 1(b)), thereby suggesting that more genes were inhibited by curcumin at this time point. However, contradictory results were obtained at 48 h posttreatment. In addition, the fold changes of some differentially expressed genes like Ras GTPase, gamma-aminobutyric acid, and vitellogenin 1 are also different between two time points. 

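Vitellogenin 1 (tetur39g00730) had an RPKM of 1.81 ± 0.306 (SD, n = 2) in solvent-treated mites and 7.93 ± 2.44 (SD, n = 2) in curcumin-treated mites at 24 h. At 48 h it had an RPKM of 17.4 ± 9.17 (SD, n = 2) in solvent-treated mites and 2.69 ± 0.0007 (SD, n = 2) in curcumin-treated mites. The log2 fold change was 2.13 at 24 h (standard error 0.43, adjusted p = 0.373) and -2.71 at 48 h (standard error 0.40, adjusted p = 0.0469) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The adjusted p at 48 h by edgeR was 0.0109 without the second solvent library at 48 h and between 0.0742 and 0.278 without any other library. It was between 1.43e-08, by DESeq2, and 0.278 over the alternatives other than the test on summed reads. The log2 fold change at 48 h was -1.97 without the first and -3.19 without the second solvent library at 48 h. This gene was not called at an FDR of 0.05 at 48 h by edgeR with gene models over 145 bp only. The difference between the changes was -4.84 on the log2 scale (standard error 0.58), with an adjusted p of 0.129 over all genes tested by edgeR and 0.00021 adjusted over the list alone, that is over the 17 genes of Table S5. With each library left out in turn the difference stayed between -5.33, without the second solvent library at 48 h, and -4.11, without the first.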

The differential expression here is closely related to a previous report that the poisoning symptoms of* T. cinnabarinus* after curcumin treatment change over time [39]. These symptoms also indicate that different lethal or defense responses might be involved in* T. cinnabarinus* treated with curcumin at different time points.

Among the differentially expressed genes identified in our study, calmodulin (CaM) and phospholipase C family members were upregulated in* T. cinnabarinus *upon curcumin treatment (Tables 2 and 3). As the receptor protein of Ca^2+^, CaM has an important regulatory effect on Ca^2+^-dependent cell functions and enzyme systems. The Ca^2+^·CaM complex is formed when CaM is activated. The Ca^2+^·CaM complex targets enzymes such as phosphodiesterase and protein kinase and leads to the conformational change of target enzymes, thereby regulating apoptosis, muscle contraction, intracellular movement, nerve growth, and immune response. In addition, calmodulin can increase the activity of phospholipase [40]. The activation of phospholipase causes the overload of Ca^2+^ and the excessive activation of calmodulin signaling pathway, thereby resulting in nerve cell death [41]. The activation of CaM in our study might increase the Ca^2+^ concentration inside cells and trigger nerve cell death, which further causes the death of mites. In addition, the upregulation of phospholipase A_2_ by curcumin was also found in this study. The activity of phospholipase A_2_ has a vital influence on the intracellular Ca^2+^ concentration. Overexpression of phospholipase A_2_ can lead to hydrolysis of membrane phospholipids, as well as an increase in the arachidonic acid release and the production of a large amount of free radicals, which disrupt the calcium balance and cause calcium-dependent cell death [42, 43]. On the other hand, some signal transduction-related genes, such as the neuromedin-K receptor, and some fat metabolism-associated genes, like glycerol-3-phosphate dehydrogenase [44], are upregulated in phospholipase A_2_-overexpressing mites. This trend suggests that the overexpression of phospholipase A_2_ is likely to open the calcium channels and boost signal transduction, thereby causing excessive excitability of postsynaptic neurons and constant twitching of mites until energy exhaustion and death.

Aside from some upregulated genes, we also identified some genes that were inhibited by curcumin, such as the ABC transporter. Except for cytochrome P450 monooxygenase, carboxylesterase, and glutathione-S-transferase, the ABC transporter protein is another detoxification protein. The ABC transporter is linked to the transport and resistance mediated by 27 pesticides, which belong to 9 different categories (e.g., carbamates, neonicotinoids, organophosphates, and pyrethroids) [45, 46]. As an external drainage pump, its increased gene expression can reduce the concentration of exogenous substances inside cells; otherwise, pesticide accumulation in insects is promoted and the detoxification and metabolism in mites are disrupted, thereby accelerating the death of mites [47]. Meanwhile, the downregulation of ABC transporters could inhibit the growth of insects and lead to abnormal formation of the stratum corneum, as well as spawning and hatching defects, thereby significantly increasing mortality [48]. In our case, the ABC transporter gene was inhibited by curcumin, which suggests that the detoxification function is disturbed in curcumin-treated mites to promote the death of these insects. However, this was not the case in a previous study in which ABC transporter was activated upon treatment with plant-derived compound *β*-sitosterol [49]. This is probably because the mite strain used by Bu and colleagues has already evolved resistance against *β*-sitosterol.

The key event in cell signaling transduction is the mitogen-activated protein kinase (MAPK) signaling pathway; most MAPKs are Ras dependent. Ras GTPase plays a central role in several signaling transduction pathways by regulating cell proliferation, differentiation, survival, and apoptosis [50]. Moreover, Ras GTPase is located at the beginning of the Ras signaling pathway and is involved in the activation of the Raf family and MAPK members, which inhibit apoptosis [51]. When the activity of Ras GTPase is inhibited, the activation of genes, such as* Raf *and* Bcl-2*, is prevented but apoptosis is promoted. We found that Ras GTPase was slightly upregulated at 24 h posttreatment but significantly inhibited at 48 h posttreatment. This difference might be attributed to the fact that mites are still in the process of resisting against external compounds at an earlier time point; thus, fewer cells tend to undergo apoptosis. However, most of the energy in mites at 48 h posttreatment has been depleted, and more cells tend to undergo apoptosis.

## 5. Conclusion

In summary, our RNA-Seq data comprehensively show the gene expression changes in* T. cinnabarinus* after curcumin treatment. Differential expression was found in genes related to insecticide/acaricide targets or those involved in mite detoxification and metabolism. This study greatly expands the current understanding of the molecular response of mites towards botanical acaricide treatment. Further investigations on these differentially expressed genes will facilitate the identification of the target gene(s) of curcumin in* T. cinnabarinus*.

## Supplementary Material

The supplementary materials include one supplementary figure and 9 supplementary tables. In the supplementary figure (Figure S1), the gene saturation analysis of the sequencing libraries is showed. In the supplementary tables, first, the sequences of all the primers used in this study are provided (Table S1). Then the number of expressed genes and the complete list of differentially expressed genes at both times points are presented (Tables S2 to S5). Furthermore, the details of GO enrichment analysis and KEGG analysis of differentially expressed genes are also provided (Tables S6 to S9).

## Figures and Tables

**Figure 1:**
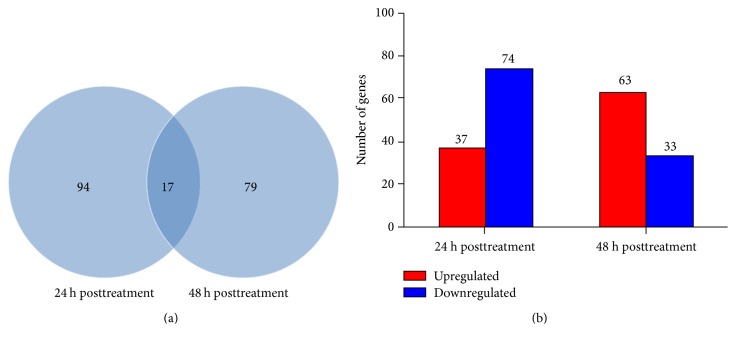
Distribution of differentially expressed genes in* T. cinnabarinus* in response to curcumin. (a) Venn diagram showing the total number of differentially expressed genes at 24 h and 48 h posttreatment and the number of overlapped genes between two time points. (b) The number of upregulated and downregulated genes at 24 h and 48 h after curcumin treatment.

**Figure 2:**
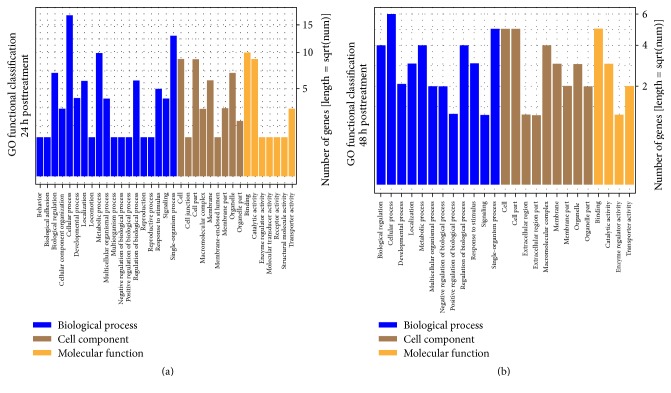
Gene Ontology (GO) enrichment analysis of differentially expressed genes in* T. cinnabarinus* after curcumin or solvent treatment. (a) Functional categories of differentially expressed genes at 24 h posttreatment. (b) Functional categories of differentially expressed genes at 48 h posttreatment. Three main categories, biological process, cellular component, and molecular function, are summarized.

**Figure 3:**
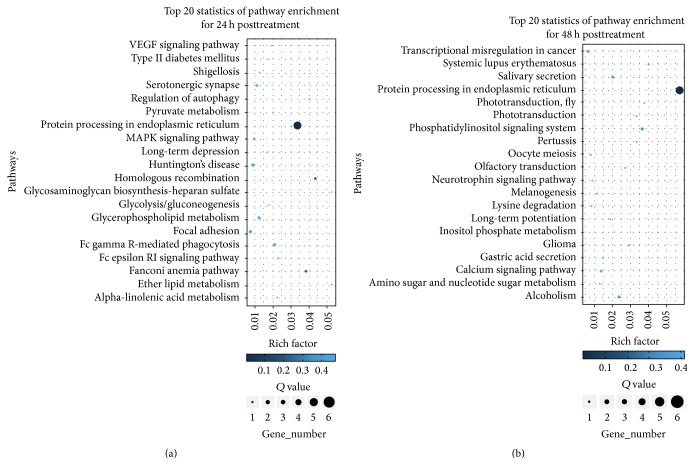
KEGG pathway analysis of differentially expressed genes in* T. cinnabarinus* in response to curcumin. (a) Top 20 enriched KEGG pathways of differentially expressed genes at 24 h posttreatment. (b) Top 20 enriched KEGG pathways of differentially expressed genes at 48 h posttreatment. Rich factor is defined by the ratio of the number of differentially expressed genes enriched in the pathway and the number of all genes enriched in the same pathway.

**Figure 4:**
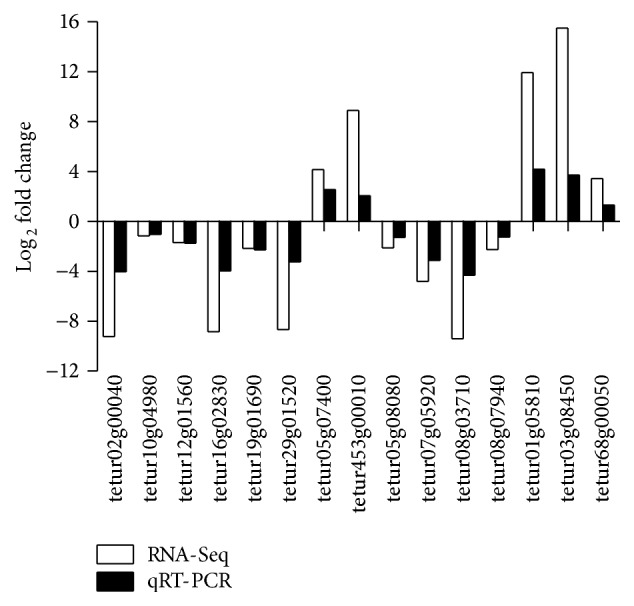
qRT-PCR validation of some differentially expressed genes in RNA-Seq. The relative expression levels of fifteen differentially expressed genes in curcumin- or solvent-treated* T. cinnabarinus* were determined by qRT-PCR. RPS18 was used as the reference gene to normalize the gene expression using the ΔΔCq method. The *y*-axis indicates the log_2_ fold change of each gene in qRT-PCR (black) and RNA-Seq (white).

**Table 1:** Statistics of the reads generated from the RNA-Seq and their mapping against *T. urticae *genome.

Sample^a^	Total reads	Total base pairs	Total mapped reads	Percentage of mapping
CK 24 h-1	13 083 313	1 838 765 016	12 714 468	97.18%
CK 24 h-2	13 583 410	1 915 413 262	12 943 362	95.29%
CK 48 h-1	12 748 755	1 810 155 299	11 990 145	94.05%
CK 48 h-2	12 871 381	1 812 264 301	12 127 836	94.22%
Curcumin 24 h-1	13 031 623	1 847 855 454	12 652 036	97.09%
Curcumin 24 h-2	13 499 723	1 966 705 882	12 674 097	93.88%
Curcumin 48 h-1	13 297 084	1 758 353 497	12 559 389	94.45%
Curcumin 48 h-2	13 591 008	1 768 841 760	13 020 334	95.80%

^a^Two replicates for each treatment at each time point.

**Table 2:** Selected genes involved in mite detoxification and insecticide metabolism at 24 h posttreatment.

Gene ID	Description	RPKM		Log_2_ fold change
		CK	Curcumin	
tetur19g01690	ABC transporter	11.1858	2.50684	−2.16
tetur10g02970	Topoisomerase	15.93595	5.19572	−1.62
tetur25g00970	Hyperpolarization-activated ion channel	18.6278	7.948185	−1.23
tetur04g07610	RabGAP/TBC	15.34715	6.826305	−1.17
tetur10g04980	Ser/Thr protein kinase	62.09965	27.79795	−1.16
tetur05g08080	Similar to gamma-aminobutyric acid	15.4435	39.44995	1.35
tetur09g03650	Cystatin	308.967	845.5195	1.45
tetur39g00730	Vitellogenin 1	1.80895	7.934175	2.13
tetur23g01300	Glycerol-3-phosphate dehydrogenase	3.69663	17.1982	2.22
tetur08g03710	Ras GTPase	1.07431	7.073055	2.72
tetur05g07400	Phospholipase A_2_	0.253237	4.52485	4.16
tetur453g00010	Neuromedin-K receptor	0.01	4.774815	8.90
tetur02g05380	Scaffold protein	0.01	5.95338	9.22

**Table 3:** Selected genes involved in mite signal transmission and insecticide metabolism at 48 h posttreatment.

Gene ID	Description	RPKM		Log_2_ fold change
		CK	Curcumin	
tetur08g03710	Ras GTPase	6.75555	0.01	−9.40
tetur07g05920	Guanylate kinase	71.2255	2.55663	−4.80
tetur39g00730	Vitellogenin 1	17.40335	2.688785	−2.69
tetur22g02010	SIFa: neuropeptide precursor	15.8693	2.6419165	−2.59
tetur05g08080	Similar to gamma-aminobutyric acid	23.43175	5.391865	−2.12
tetur28g01480	Stress-associated reticulum protein 1	402.0815	183.792	−1.13
tetur611g00020	Calnexin	17.2701	39.63885	1.20
tetur05g03410	Phospholipase C family member	6.61663	18.364	1.47
tetur09g03650	Cystatin	172.78	610.0945	1.82
tetur14g03800	Similar to PMP1 protein	1.9205	10.75305	2.49
tetur04g01900	Calmodulin	0.0771045	9.01032	6.87
tetur01g05810	Exostosin-1	0.01	39.373	11.94
tetur04g07080	*α*-d-Phosphohexomutase	0.01	141.539	13.79

# Supplementary material for: RNA-Seq Analysis Reveals Candidate Targets for Curcumin against Tetranychus cinnabarinus
**Source:** Biomed Res Int. 2016 Sep 8;2016:2796260. doi: 10.1155/2016/2796260

Gene Saturation of CK 24 h - 1

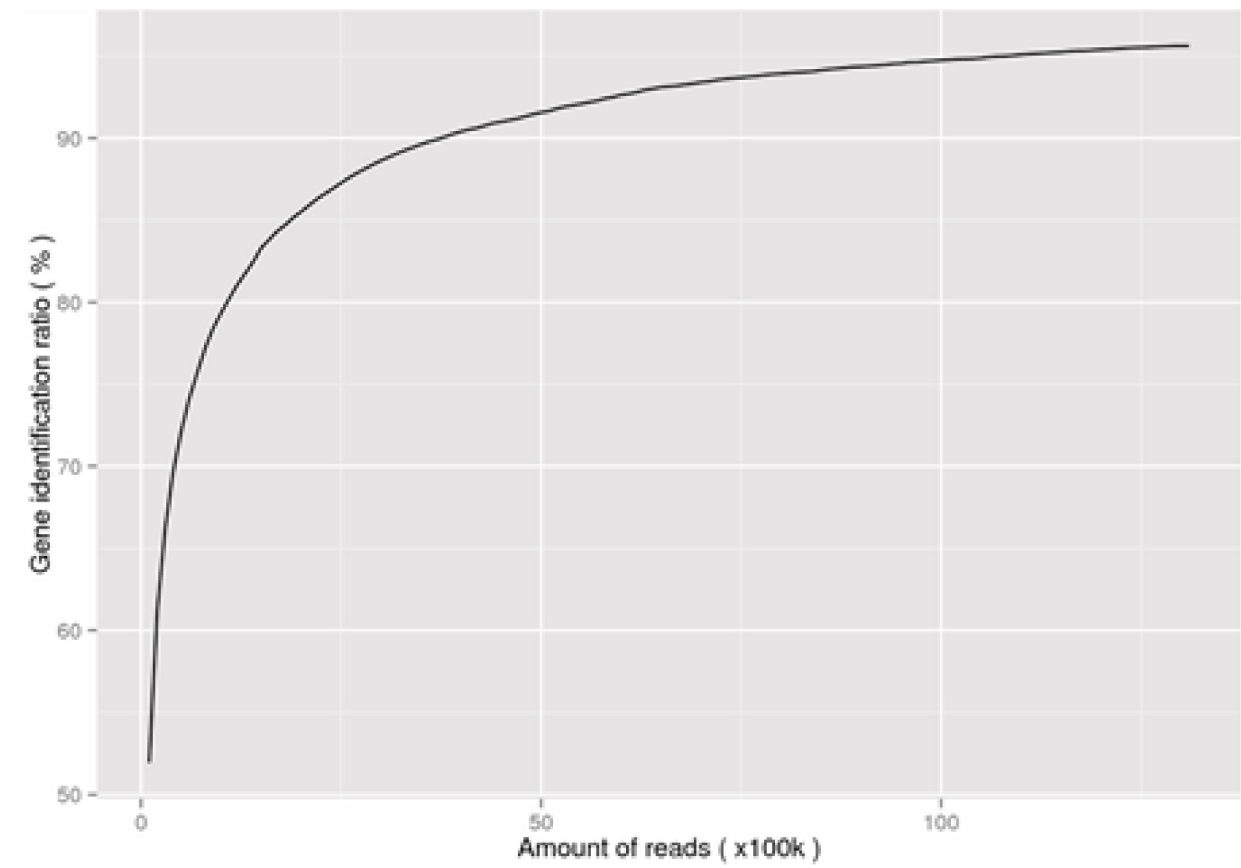

Gene Saturation of CK 24 h - 2

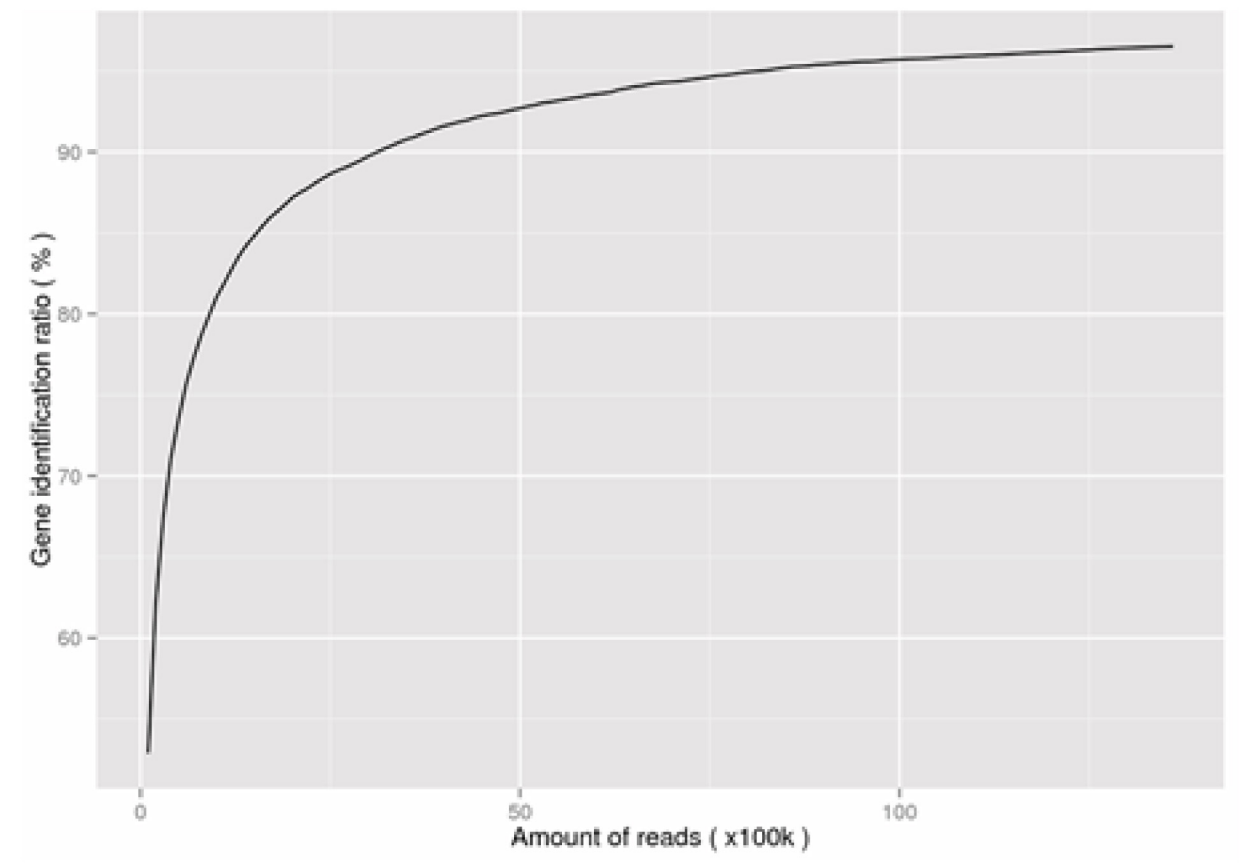

Gene Saturation of CK 48 h - 1

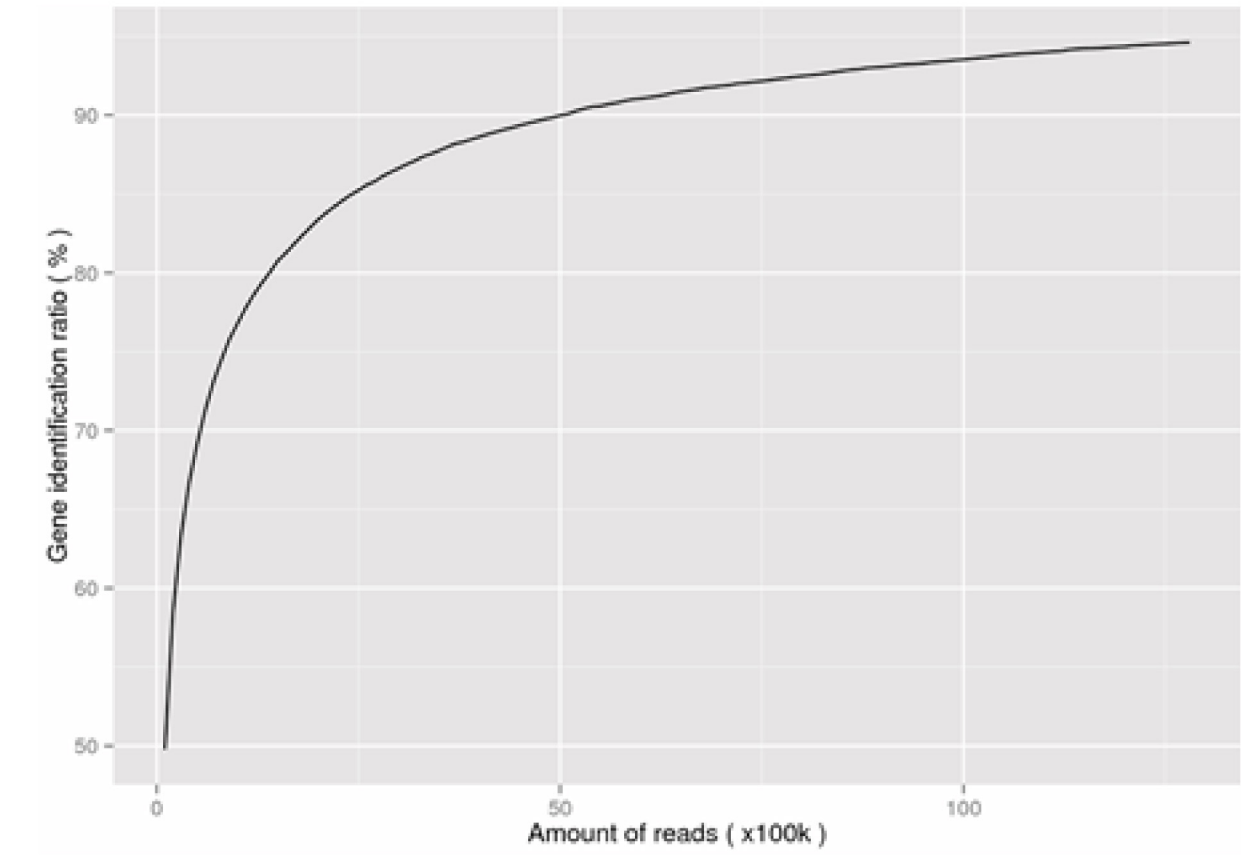

Gene Saturation of CK 48 h - 2

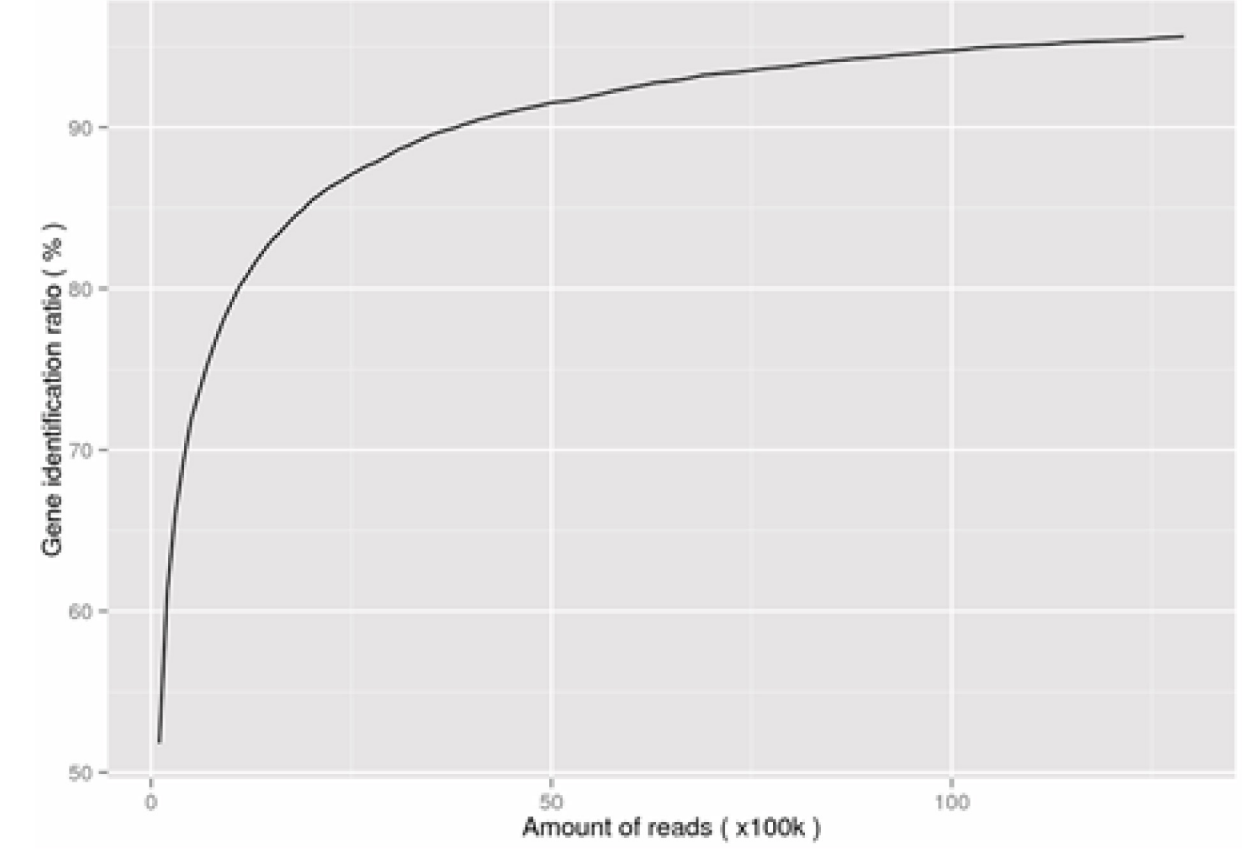

Gene Saturation of Curcumin 24 h - 1

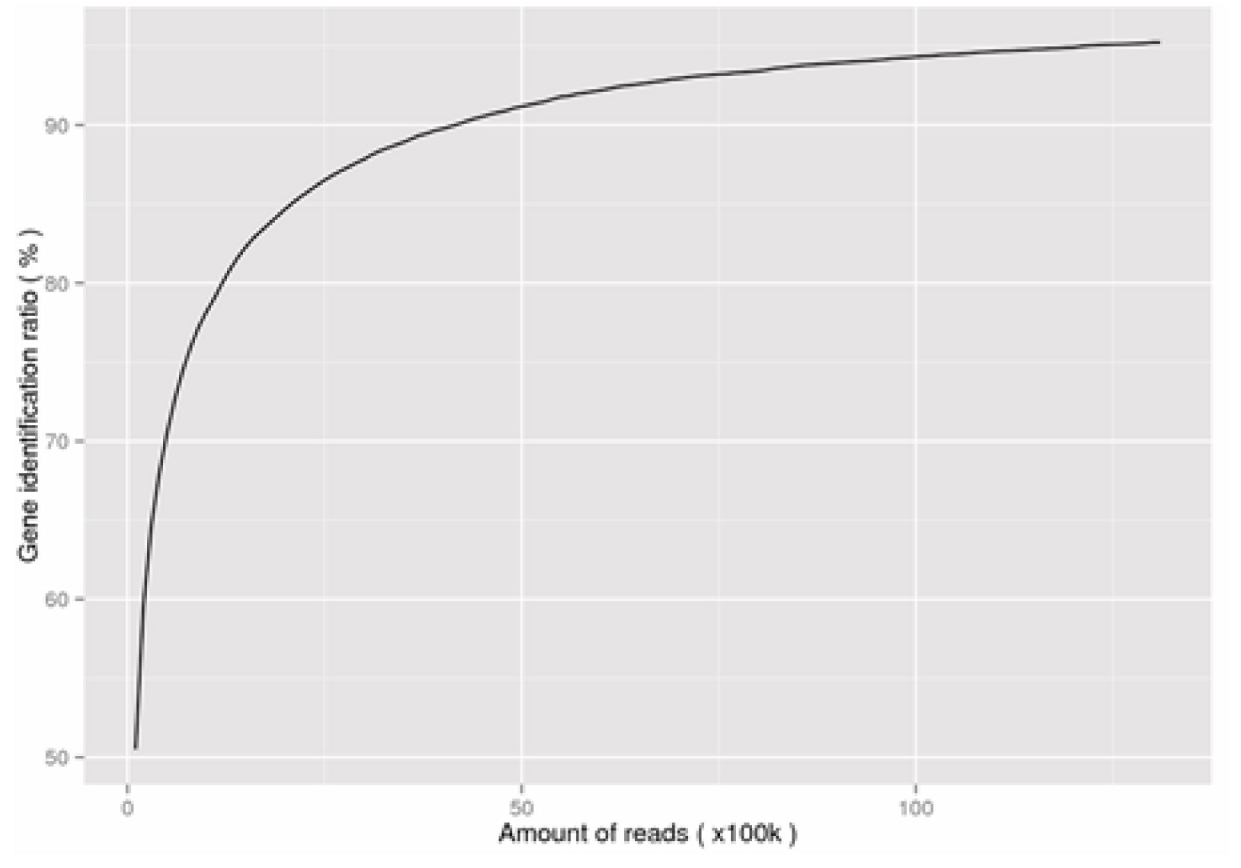

Gene Saturation of Curcumin 24 h - 2

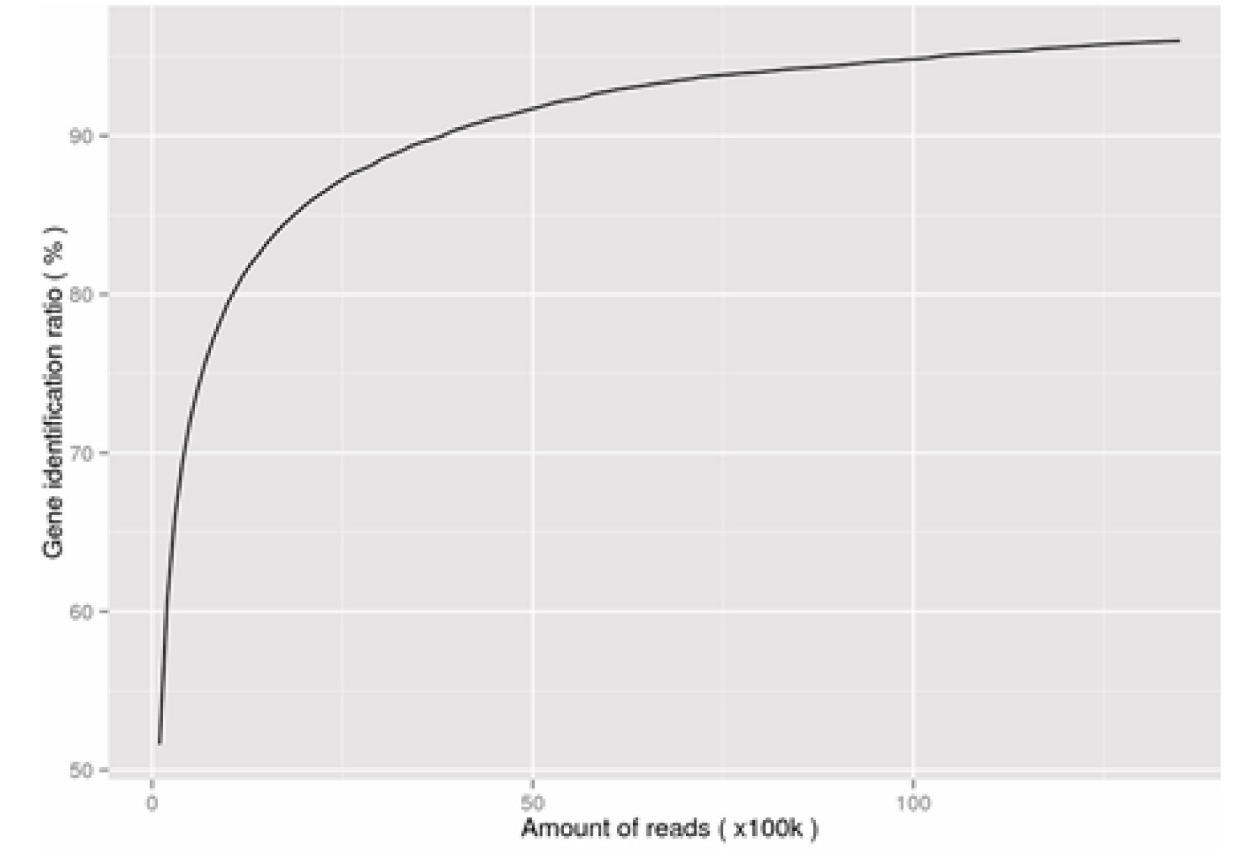

Gene Saturation of Curcumin 48 h - 1

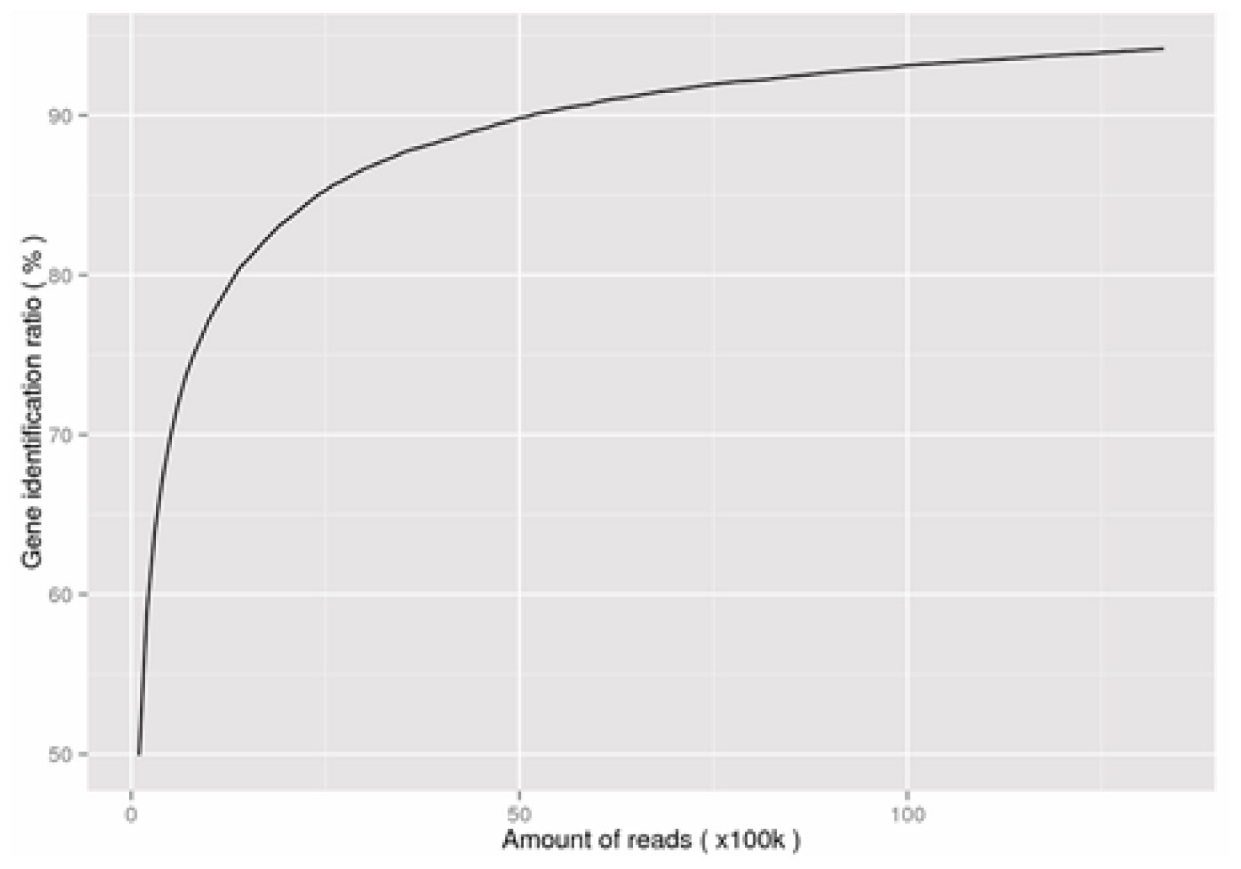

Gene Saturation of Curcumin 48 h - 2

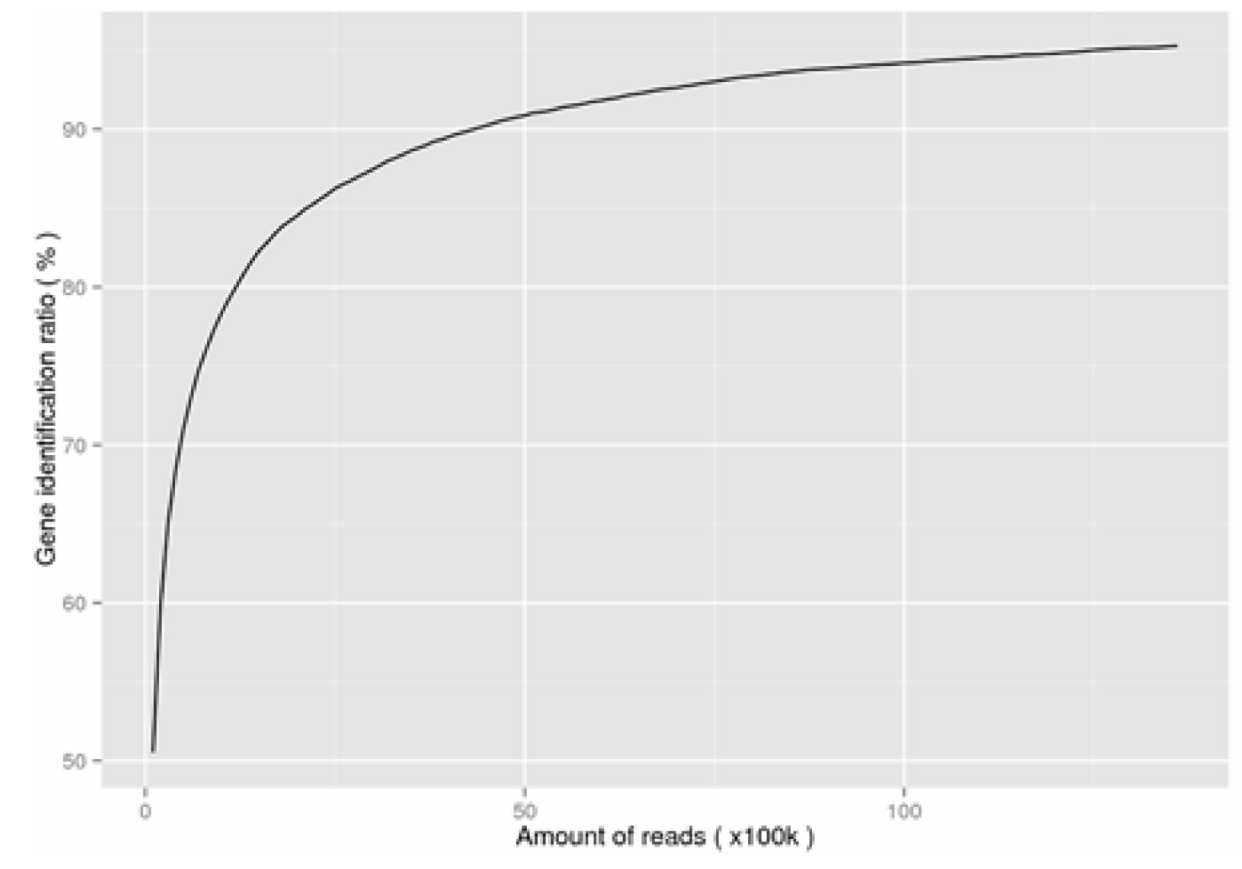

**Supplement:** Supplementary file 1 — The supplementary materials include one supplementary figure and 9 supplementary tables. In the supplementary figure (Figure S1), the gene saturation analysis of the sequencing libraries is showed. In the supplementary tables, first, the sequences of all the primers used in this study are provided (Table S1). Then the number of expressed genes and the complete list of differentially expressed genes at both times points are presented (Tables S2 to S5). Furthermore, the details of GO enrichment analysis and KEGG analysis of differentially expressed genes are also provided (Tables S6 to S9).

How the deposited data were processed for this re-analysis (not part of the article)

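The study sequenced RNA from T. cinnabarinus at 24 h and 48 h after spraying with solvent or with curcumin at 2.64 mg/mL, with 2 biological replicates per group and 8 libraries. Libraries were assigned to groups by their labels, which match the sample names of Table 1.

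By the paper's methods, the authors removed duplicate, adaptor and low-quality reads, mapped the single-end Ion Proton reads to the T. urticae genome with T-Map and made 1 list of genes per library. The authors deposited, without scaling for depth or length, an expected count per gene, the estimated number of reads, whose values are not whole. The authors deposited the RPKM beside it, which they normalized for gene length and mapped reads. The tool that estimated the reads and the version of the gene models are not given in the sources used here. Only genes with a value above 0 are listed, and a gene missing from a list was taken as 0. The RPKM equals the estimated reads divided by the length less 17 bp and by a number of reads per library. Among genes with 10 or more reads in at least 1 library, 23 groups of gene models, 66 genes in all, had equal lengths and equal estimated reads in every library.

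From these values, the estimated reads were rounded to whole reads and tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM, robust quasi-likelihood fit, 4 groups, 12227 genes). Contrasts were curcumin against solvent at 24 h, at 48 h, the difference between them, their average, and 48 h against 24 h within solvent. P-values were adjusted by the Benjamini-Hochberg method. Differentially expressed genes were called at the paper's thresholds, an FDR of 0.001 and an absolute log2 fold change of 1, and single genes, the difference and the average at an FDR of 0.05. The standard error of a log2 fold change was worked out from edgeR's F statistic. The thresholds, the tests and the alternative settings were set before the data were examined, except the settings and tests named in the closing section as chosen later. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 was used for the other values. The lists of Tables S1 to S9 were read from the supplement.

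The alternatives were DESeq2 1.42.0, scaling by library size only, no filter on low counts, only the 4 libraries of a time point, the replicate number as a block, limma 3.58.1 on log2(RPKM + 1), on log2(RPKM + 0.1) and on log2(RPKM + 0.01) for the 12803 genes with a mean RPKM of at least 0.5, an exact binomial test on the summed reads of both replicates, an FDR of 0.05 without a limit on the fold change, and each library left out in turn. The tests by edgeR, DESeq2 and limma on log2(RPKM + 1) and the test on summed reads were first tried on simulated data. There 200 of 12227 genes were changed at 24 h, 150 of them by 4-fold or more. At an FDR of 0.05 edgeR recovered 149 and called 11 unchanged genes, and at the thresholds of the paper it recovered 121 and called 0 unchanged genes. At those thresholds DESeq2 recovered 127, limma on log2(RPKM + 1) recovered 81, and the test on summed reads recovered 157 and called 99 unchanged genes.

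Between 8033325 and 8617973 reads per library were estimated on genes, with a median of 8390764.5. Floors cover counting error only. The genes named in the text are those of Tables 2, 3 and S5, those with primers in Table S1, those listed for protein processing in endoplasmic reticulum, and up to 3 genes per direction with the largest change past an FDR of 0.05 in each contrast whose libraries did not overlap. By the last part of this rule there were 0 genes at 24 h, and at 48 h guanylate kinase, vitellogenin 1 and tetur08g07940 were lowest and tetur03g08450, tetur03g08460 and tetur03g08470 were highest. The paper's values of the genes in its tables were seen before the rule was written. Genes named outside this rule were chosen after their values were seen. The qRT-PCR experiment, the reads themselves and genome positions are not analysed here, and enrichment of terms was not tested, since the genes behind the terms were chosen on the same libraries.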

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

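Chosen only after the results were seen were the adjustment over the list alone, the tests on the totals of reads, the comparison of solvent libraries with its sign test and all its settings, all settings for the average change of tetur01g03160, and the use of fits without 1 library and of the adjustment over all genes to test explanations. The interaction test, the tests at 48 h and of the average, and the settings of the first 2 named in the processing summary were planned.

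The change at 48 h differed from the change at 24 h for 6 of the 17 genes that the paper lists at both time points, when adjusted over the list alone. The adjusted p from edgeR's interaction test was 0.00021 for vitellogenin 1 (tetur39g00730), 0.0017 for tetur36g00010, 0.0045 for tetur05g08080, 0.016 for tetur14g00750, 0.022 for Ras GTPase (tetur08g03710) and 0.023 for tetur03g00110. The difference, 48 h less 24 h, was -4.84 on the log2 scale for tetur39g00730, 3.00 for tetur36g00010, -3.46 for tetur05g08080, -4.75 for tetur14g00750 and -0.93 for tetur03g00110. For Ras GTPase no size is given, since both curcumin libraries at 48 h were at 0. With each library left out in turn, the sign of the difference held for these 6 genes. It was between -5.33 and -4.11 for tetur39g00730, between 2.40 and 3.46 for tetur36g00010, the former without the first curcumin library at 48 h, and between -4.04 and -2.75 for tetur05g08080, the latter without the second solvent library at 48 h. For tetur14g00750 it ran from -5.58 to -2.44, the latter without the second solvent library at 48 h, in which this gene had 40.0 estimated reads, against 4.37 in the first. For tetur03g00110 it was between -1.20 and -0.59. A difference in total reads between groups is argued against as the cause. Without any scaling, the totals of reads on genes give a log2 difference of 0.08, less in size than each of the 6 differences. Each also exceeds it by more than 2 standard errors, which the choice of these genes by p makes likely. That the study picked the list on these libraries cannot be told apart from a difference in response, since by edgeR 0 of the 6 genes were past an FDR of 0.05 when adjusted over all genes tested, against 3 by DESeq2, and the list itself was picked for changes at both times. DESeq2 gave an adjusted p of 5.1e-13 over all genes for tetur39g00730, 0.000418 for tetur36g00010 and 0.00489 for tetur05g08080, and between 0.0517 and 0.3 for the other 3 genes. For vitellogenin 1 the solvent libraries themselves rose by 3.32 on the log2 scale from 24 h to 48 h, while the curcumin libraries changed by -1.51. A biological difference in the timing of the response stays open and was not tested further.

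In solvent-treated mites, a comparison that the paper does not report, 23 genes changed between 24 h and 48 h at an FDR of 0.05 in the quasi-likelihood test of edgeR, 21 of them higher and 2 lower at 48 h. The gene with the smallest adjusted p was that of apolipoprotein D (tetur09g04920), with a log2 change of 2.31 (standard error 0.17, adjusted p = 0.0024 from edgeR). A difference in total reads between the time points is argued against as the cause. Without any scaling, the totals of reads on genes give a log2 change of -0.08, less in size than each of the 23 changes. Each also exceeds it in size by more than 2 standard errors, which the choice of these genes by p makes likely. In solvent DESeq2 called 83 genes higher and 39 lower at 48 h at an FDR of 0.05. In the curcumin libraries edgeR called 52 genes between the time points at this FDR, 21 higher and 31 lower at 48 h. Of the 52, 11 were gene models of 145 bp or shorter. With scaling by library size only, 15 of the 23 genes called in solvent were past an FDR of 0.05. A change with time shared by all mites may explain the direction of most of these genes, since 20 of the 23 moved the same way in the curcumin libraries, which are other libraries (exact 2-sided sign test over genes, p = 0.00049, where genes are not independent). In the curcumin libraries 5 of the 23 were past an FDR of 0.05 by edgeR, and for 13 the change was at most 0.5 of that in solvent or opposite, so a shared change of equal size was not shown. The exceptions in direction were tetur39g00730, tetur17g03540 and tetur06g05160. The count was 0 without the first solvent library at 24 h, 2 without the second, 8 without the first solvent library at 48 h, 29 without the second, and 10 without either curcumin library at 24 h. Age of the mites, time since spraying and the conditions of each collection go together in this design and were not told apart.

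Among the comparisons of curcumin with solvent, 4 genes outside the lists of the paper were past an FDR of 0.05 in the quasi-likelihood test of edgeR. At 48 h the log2 fold change was -0.85 for tetur01g07670 (adjusted p = 0.0313), 1.05 for tetur01g16884 (adjusted p = 0.047) and -0.82 for tetur02g15186 (adjusted p = 0.047) by edgeR. On the average of both time points it was -0.66 for tetur01g03160 (adjusted p = 0.037 by edgeR). With gene models over 145 bp only, a setting chosen after the data were seen, the genes that edgeR called at 48 h were all in Table S4. The calls at 48 h outside the lists were thus lost in this setting, while that of tetur01g03160 was kept. A difference in total reads between groups is argued against as the cause of the 4 changes outside the lists. Without any scaling, the totals of reads on genes give a log2 change of 0.07 or less, smaller than each of the 4. Each also exceeds it by more than 2 standard errors, which the choice of these genes by p makes likely. That 1 library decides the calls cannot be told apart from the loss of a library in each such fit: 0 of the 4 genes stayed past an FDR of 0.05 by edgeR in every fit with 1 library left out, where tetur01g07670 did so in 2 of 8 fits and the other 3 genes in 0. DESeq2 gave an adjusted p of 6.89e-05, 0.000112, 0.0221 and 4.23e-05 for these genes in the order named, and over the alternatives other than the test on summed reads the adjusted p reached 0.229, 0.251, 0.251 and 0.279. An effect of curcumin stays open as a hypothesis, since it was found on the same data, and shared reads were not tested.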

How the results depend on the processing

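The length limit, the single count of genes with equal values, 0 set to 0.01 in each library before the mean is taken and all settings for the comparison of solvent libraries were chosen after the data were seen. The cause of the changes below was not tested, apart from settings with fewer genes or libraries.

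At the thresholds of the paper the counts stayed at 0 at both time points with library size only, no filter on low counts, the replicate block, only the 4 libraries of the time point, limma on log2(RPKM + 0.01), gene models over 145 bp only, and each library left out. DESeq2 called 9 genes at 24 h (3 higher, 6 lower), 20 at 48 h (10 higher, 10 lower) and 5 at both. At an FDR of 0.05 it called 39 at 24 h (26 higher, 13 lower) and 89 at 48 h (38 higher, 51 lower). At the thresholds of the paper the exact test on summed reads called 228 (77 higher, 151 lower), 262 (129 higher, 133 lower) and 36, and on simulated data it called 99 unchanged genes at 24 h. At 48 h limma called 17 genes at these thresholds on log2(RPKM + 1), 16 higher and 1 lower, and 7 on log2(RPKM + 0.1), 6 higher and 1 lower, and at an FDR of 0.05 it called 32 and 28. With an FDR of 0.05 and no limit on the fold change, edgeR called 8 genes at 24 h with only the 4 libraries of the time point, 6 higher and 2 lower, in place of 0. At 48 h it called 22 genes, 12 higher and 10 lower, 10 without the filter on low counts, and 4 with gene models over 145 bp only, 1 higher and 3 lower. With genes of equal values counted once there were 14 at this FDR, 7 higher and 7 lower.

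For the difference between time points, edgeR called 0 genes, DESeq2 called 55, limma called 23 on log2(RPKM + 1) and 13 on log2(RPKM + 0.1), and with each library left out the count was 0 to 3. For the average of both time points, edgeR called 6 genes and DESeq2 called 56 including the same 6. For this average limma called 32, 17 and 1 with the pseudocounts 1, 0.1 and 0.01. All 6 genes of edgeR were lower, while DESeq2 called 33 higher and 23 lower. With the pseudocounts 1 and 0.1 limma called 25 and 13 higher and 7 and 4 lower. Of these 32 and 17 genes, 24 and 12 were gene models of 145 bp or shorter. So were 22 of the 23 and 12 of the 13 genes that limma called for the difference. With each library left out the average gave 4 to 8 genes.

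Of the genes of Table S3, edgeR found 0 past an FDR of 0.05, DESeq2 found 11, limma on log2(RPKM + 0.1) found 1, only the 4 libraries of the time point gave 6, the test on summed reads gave 111, and each library left out gave 0 to 1. Of the genes of Table S4, edgeR found 19, DESeq2 found 31, no filter gave 10, limma gave 30 on log2(RPKM + 1) and 0 on log2(RPKM + 0.01), the test on summed reads gave 96, gene models over 145 bp only gave 4, and each library left out gave 5 to 14. The 5 was without the second solvent library at 48 h, and without the first and the second curcumin library at 48 h it was 6 and 8.

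Of the 7 genes listed for protein processing in endoplasmic reticulum, edgeR found 0 past an FDR of 0.05 at 24 h and 5 at 48 h. DESeq2 found 5 at 24 h, and each library left out gave 0 to 1. At 48 h limma on log2(RPKM + 1) and gene models over 145 bp only gave 3 each, and each library left out gave 0 to 5. With an RPKM of at least 1, the median number of genes detected was 11564 in place of 14535.5.

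In solvent libraries, DESeq2 called 122 genes between 24 h and 48 h in place of 23, no filter gave 13, limma gave 1 with each pseudocount, and each library left out gave 0 to 29.

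The paper takes each replicate from 1 independent experiment and does not state whether equal replicate numbers in different groups share an experiment. The differences between replicates had a correlation across genes between -0.088 and 0.164 from group to group, so pairing by replicate number was not shown and is not excluded. The replicate block called 19 genes at 48 h and 7 for the average at an FDR of 0.05.

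For single genes, 1076 of 1089 alternative values kept the direction. A further 3 were at 0, those of tetur16g02830 and tetur18g00810 at 24 h and tetur04g07240 at 48 h, each without the first solvent library of that time point. The 10 that were reversed are these. tetur04g01900 at 24 h, at 0.48 by edgeR, was at -0.66 on log2(RPKM + 1), at -7.81 without the second curcumin library and also below 0 without the second solvent library at 24 h. tetur04g07240 at 24 h, at 8.78, was at -2.26 without the second curcumin library at 24 h. tetur17g03730, at -3.79 at 24 h and 4.51 at 48 h, was at 2.31 at 24 h without the second solvent library at 24 h and at -2.38 at 48 h without the second curcumin library at 48 h. tetur611g00020 at 24 h, at -0.71, was at 0.12 with the replicate block, 4.56 without the first solvent and 0.27 without the first curcumin library at 24 h. tetur14g03800 at 48 h, at 2.49, was at -5.82 without the first curcumin library at 48 h. With the direction kept, tetur04g01900 at 24 h reached 1.67 without the first solvent library, tetur17g03730 -6.10 at 24 h without the second curcumin and 6.89 at 48 h without the second solvent library, tetur611g00020 at 24 h -5.19 without the second curcumin library and tetur14g03800 at 48 h 3.50 without the second curcumin library, each time a library of that time point. These genes had 0 or few reads in 1 of the replicates. Of the others, 88 values lost and 24 gained a call. The number of reads limits the folds of genes with a group at 0. The 1076 values that kept the direction do not measure robustness. Leaving out a library of the other time point barely moves a fold, and most of these genes were chosen by the paper on the same libraries.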

Differences from the paper's values

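The paper reports 111 differentially expressed genes at 24 h and 96 at 48 h, and the fit by edgeR at the same thresholds gave 0 and 0. With each alternative that was set before the data were examined the counts also differed from the paper's. At 24 h DESeq2 gave 9, the exact test on summed reads gave 228 and the others gave 0. At 48 h DESeq2 gave 20, the test on summed reads 262, limma 17, 7 and 0 with the pseudocounts 1, 0.1 and 0.01, an FDR of 0.05 without a limit on the fold change 22, and the others 0. The unadjusted p was under 0.05 for 903 and 959 genes by edgeR.

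The paper reports 37 upregulated and 74 downregulated genes at 24 h and 63 upregulated and 33 downregulated genes at 48 h, against 0 in each class by edgeR at the same thresholds. DESeq2 gave 3 and 6 at 24 h and 10 and 10 at 48 h, and the test on summed reads gave 77 and 151 at 24 h and 129 and 133 at 48 h. At 48 h limma gave 16 and 1 on log2(RPKM + 1) and 6 and 1 on log2(RPKM + 0.1), and an FDR of 0.05 by edgeR gave 12 and 10. None of these alternatives came within 1.5 times the paper's counts, and each of the other alternatives gave 0.

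The paper reports 17 genes at both time points, and edgeR gave 0, DESeq2 5, the test on summed reads 36 and the others 0.

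At the paper's thresholds edgeR called 0 genes of Tables S3 and S4. The test on summed reads called 99 of the 111 genes of Table S3 and 91 of the 96 genes of Table S4 in the listed direction, DESeq2 called 8 and 17, limma on log2(RPKM + 1) called 0 and 17 and limma on log2(RPKM + 0.1) called 0 and 7. At an FDR of 0.05 edgeR called 0 genes of Table S3. The test on summed reads called 111, DESeq2 11, only the 4 libraries of the time point 6, limma on log2(RPKM + 0.1) 1, and edgeR without the second solvent library and without the first curcumin library at 24 h 1 each. At an FDR of 0.05 edgeR called 19 genes of Table S4. Beyond these 19, the test on summed reads called 77, DESeq2 17, limma 17 on log2(RPKM + 1) and 14 on log2(RPKM + 0.1), only the 4 libraries of the time point 2, library size only 1, and edgeR without the first and the second solvent library at 48 h 2 and 1 and without the first curcumin library at 48 h 1.

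The paper's counts of detected genes per library and both ends of its log2 range match the values found here. With 0 set to 0.01 in each library before the mean is taken, a setting chosen after the data were seen, all 52 mean RPKM values of Tables 2 and 3 match, and the log2 ratio was within 0.02 of the listed value for all 111 genes of Table S3 and all 96 genes of Table S4. With only a group mean of 0 set to 0.01, 46 of the 52 means match, the other 6 have 1 library at 0, and 107 and 94 genes of the lists were within 0.02. The direction listed by the paper was found for all 100 and 83 tested genes of these lists.

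The paper states that more genes were upregulated than downregulated at 48 h. In its own list 31 of the 63 upregulated genes are gene models under 140 bp that were listed in the curcumin libraries at 48 h only, and among its genes longer than 145 bp, a length limit chosen after seeing the values, 31 were higher and 32 lower. This limit drops 10 genes of Table S3 and 33 genes of Table S4.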

Other observations

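Chosen only after the results were seen were the tests on gene length, the summed reads of the 7 pathway genes, the splits of the libraries, the correlations, the counts of genes at 0 in 1 library, and the use of the fits without 1 library and of the exact test on summed reads to test explanations. The average over both time points, the fits without 1 library and the exact test on summed reads were themselves planned.

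All 56 gene models listed under 140 bp had reads in the curcumin libraries at 48 h only, with 0 entries in the other 6 libraries, and 44 of them were listed in both curcumin libraries at 48 h. Induction of all these genes by curcumin from no expression is argued against as the reason for their absence elsewhere, since gene models at most 10 bp longer than 145 bp were listed in the same 6 libraries in 72.4% of cases. A candidate explanation is that the counting lists no gene model shorter than the mean read length of the library. In 7 of 8 libraries the shortest listed gene model had the length of the mean read in whole bp, and in the other one it was 1 bp longer, as no gene model in any library is shorter. The mean read was shortest in the curcumin libraries at 48 h. Induction of single genes among them stays open, since they are not listed in the solvent libraries at any level, and the paper reports 2 of them as upregulated by qRT-PCR.

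The same limit on length, that the counting lists no gene model shorter than the mean read length of the library, may lie behind part of the genes listed as lower at 24 h. Of the genes of Table S3, 10 are gene models of at least 140 and under 145 bp, all 10 are listed as downregulated, and all 10 are missing from the second curcumin library at 24 h, whose mean read was 145.7 bp. By the first curcumin library alone, 5 of these 10 genes would still be at or under the limit of a 2-fold fall.

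Of the 7 genes listed for protein processing in endoplasmic reticulum, 5 were lower at both time points and past an FDR of 0.05 for the average change by edgeR. Reads moved between near-identical copies within the list are argued against, since the summed reads of the 7 genes changed by -1.43 at 24 h and -1.67 at 48 h on the log2 scale. Copies outside the list were not tested. That 1 library decides the calls cannot be excluded for all 5 genes: with each library left out in turn, 4 or 5 of them stayed past an FDR of 0.05 for the average, and each such fit also has fewer libraries. An effect of curcumin on these genes stays open as a hypothesis.

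Splits of the 8 libraries cannot decide whether chance explains the number of genes with an average response. They leave out time, and a split counted below is that by time, itself a factor of the design. With 2 groups of 4 libraries and no term for time, the treatment gave 5 genes at an FDR of 0.05, and 2 of 35 splits gave as many, the treatment included. The other one was the split by time, with 47 genes, and the remaining splits gave 0 or 1. In the fit with the 4 groups, which keeps the time points apart, edgeR called 6 genes for the average and DESeq2 called 56 including the same 6.

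Fewer genes were called here than the paper lists. An exact test on summed reads, which leaves out the spread between replicates, called 99 of the 111 genes of Table S3 at the thresholds of the paper, so such a test could account for the longer lists. Whether the paper used such a test cannot be told apart from other reasons, since its text does not name the algorithm, and the test called 228 genes at 24 h.

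Across 9244 genes longer than 145 bp, the change at curcumin 24 h correlated with the change of solvent-treated mites from 24 h to 48 h, with r = 0.22 and 0.24 when separate solvent libraries at 24 h stood on each side. Curcumin-treated mites at 24 h may stand further along the same time course, but this cannot be told apart from a deviation shared by both solvent libraries at 24 h, and genes are not independent. In all, 7 correlations over 4 relations were computed. The change at curcumin 48 h had r of -0.17 and 0.27 with the change of solvent-treated mites with time and -0.19 and 0.24 with the change at curcumin 24 h, depending on the solvent library used. The changes with time in solvent and in curcumin had r = 0.23.

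Between replicates of a group, 10 to 24 genes longer than 145 bp had 20 or more reads in 1 library and 0 in the other. Between curcumin and solvent libraries of the same time point there were 12 to 25 such genes.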
